# Interferon-induced protein with tetratricopeptide repeats 3 may be a key factor in primary biliary cholangitis

**DOI:** 10.1038/s41598-021-91016-6

**Published:** 2021-06-01

**Authors:** Motoko Sasaki, Yasunori Sato, Yasuni Nakanuma

**Keywords:** Diseases, Gastroenterology, Pathogenesis

## Abstract

Accumulating studies suggest that senescent biliary epithelial cells (BECs) produce senescence-associated secretory phenotypes (SASPs) and play various roles in the pathogenesis of primary biliary cholangitis (PBC) and other cholangiopathies. We examined comprehensive profiles of senescent BECs and its contribution to the pathogenesis of PBC taking advantage of microarray analysis. cDNA microarray analysis revealed that 1841 genes including *CCL2*, *IFIT3, CPQ* were commonly up-regulated in senescent BECs cultured in serum depleted media or media with glycochenodeoxycholic acid*.* Knockdown of *IFIT3* significantly suppressed cellular senescence (*p* < 0.01) and significantly increased apoptosis (*p* < 0.01) in BECs treated with serum depletion or glycochenodeoxycholic acid. Significantly increased expression of IFIT3 was seen in senescent BECs in small bile ducts showing cholangitis and in ductular reactions in PBC, compared to control livers (*p* < 0.01). An inadequate response to UDCA was inversely correlated to the increased expression of IFIT3 in small bile duct in PBC (*p* < 0.05). In conclusion, the expression of various genes related to immunity and inflammation including SASPs were increased in senescent BECs. Upregulated IFIT3 in senescent BECs may be associated with the pathogenesis of PBC and may be a possible therapeutic target in PBC.

## Introduction

Primary biliary cholangitis (PBC) is an autoimmune cholestatic liver disease characterized by a unique chronic non-suppurative destructive cholangitis (CNSDC) in small bile ducts and serum anti-mitochondrial antibodies (AMAs)^1–3^. PBC presents progressive chronic cholestasis and biliary fibrosis, which subsequently develop liver failure. There still remains issues to be clarified in the pathogenesis of PBC, so far^1–3^. The only accepted first-line agent is ursodeoxycholic acid (UDCA) for the treatment of PBC^1–4^. Approximately one-third of patients treated with UDCA are “nonresponders” to UDCA at risk of disease progression prompting the need for additional therapeutic strategies^1–4^.

PBC is characterized by biliary epithelial senescence in small bile duct and bile ductules^5–12^. Definition of cellular senescence is a condition in which a cell no longer has the ability to proliferate^9,13,14^. Irreversible G1/S arrest of cell cycle is a feature of senescent cells^9,13,14^. Senescent cells do not respond to various external stimuli, although they remain metabolically active^9,13,14^. Cellular senescence is observed in the damaged small bile duct involved in CNSDC and also bile ductular cells in ductular reactions in our previous studies^5,6^. Although exact mechanisms inducing cellular senescence in PBC remains unknown, so far, cellular senescence can be induced by treatments with oxidative stress, serum depletion or glycochenodeoxycholic acid (GCDC) in cultured BECs in our previous studies^5,8,12,15^. It is conceivable that senescent BECs may participate in the pathogenesis of PBC and other various cholangiopathies by secreting senescence-associated secretory phenotypes (SASPs), such as augmented inflammation, progression of fibrosis and bile duct loss^8,9,13–16^.

Although accumulating data suggest important roles of senescent BECs in hepatobiliary diseases^5–12^, features of senescent BECs have not been comprehensively studied, so far. Taking advantage of cDNA microarray analysis, we examined RNA expression profiles of senescent BECs and its contribution to cholangiopathies. Results of cDNA microarray analysis showed that some of the commonly up-regulated genes in senescent BECs following in vitro incubation in serum depleted media or treatment with GCDC included *CCL2*, *IFIT3 CPQ*. We chose to focus on the interferon (IFN)-induced protein with tetratricopeptide repeats 3 (IFIT3), since it showed the greatest increase in levels of gene expression. IFIT3 is an IFN-induced antiviral protein acting as an inhibitor of cellular and viral processes, cell migration, proliferation, signaling, and viral replication^17–19^. A participation of IFN pathways in the pathogenesis of PBC was previously reported^20–24^, so we selected *IFIT3* for further examination.

In this study, we examined the effects of knockdown of IFIT3 on cellular senescence, proliferation and apoptosis in cultured BECs. We also examined the expression of IFIT3 and its association with senescent markers p16^INK4a^ and p21^WAF1/Cip1^ in human PBC and control livers.

## Results

### Culture study

#### A number of genes was upregulated in senescent BECs induced by serum depletion and GCDC treatment

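RNA from cultured mouse intrahepatic BECs was measured on 3 one-colour 3D-Gene microarrays, 1 each for control BECs, serum-depleted BECs and BECs treated with glycochenodeoxycholic acid (GCDC), a conjugated bile acid. Each array held RNA pooled from 2 independent experiments. Within these 3 arrays no difference between conditions has a replicate check, no test across replicates was made, and the number of arrays limits the precision of every value. The paper's methods report a second microarray on other samples that bore out major raised genes including IFIT3, and it is not analysed here. The treatment time is given as 7 days in the results and as 4 to 7 days in the methods and the sample labels, which give 200 μM for GCDC. Each array carried 23473 gene probes and 2736 blank spots. The deposited scanner output holds the raw intensity of every spot as the authors measured it. The methods describe the subtraction of a mean of the blank spots within a 95% interval. Here the mean intensity of the blanks between their 5th and 95th percentiles was subtracted from every spot, a range found by matching the deposited table. The mean was 55.7 on the control array, 58.7 on the serum depletion array and 52.5 on the GCDC array, with SDs of 0.813, 0.815 and 0.611. A probe was valid where its intensity lay more than 2 SD of the blanks above this mean, which held for 20947 probes (89.2%) on the control array, 20215 (86.1%) on the serum depletion array and 20641 (87.9%) on the GCDC array. On each array these were the same probes that carry a normalized value in the deposited table. The signals of each array were then scaled to a median of 25 over its valid gene probes, and these scaled values are called levels. A fold is the ratio of a treated level to the control level for a probe valid on both arrays. Where the control was not valid, the fold is a lower limit against the lowest valid control level of 1.00 or the probe's own control value, whichever was higher. The words rose and fell are used for changes of more than 2-fold.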

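*Reg1*, a secreted lectin of the regenerating protein family, rose 215.5-fold in serum-depleted BECs, the highest fold among the probes valid on that array and the control array, and 2.85-fold in GCDC-treated BECs. Its relative *Reg3b* reached a level of 1851 in serum depletion, at least 1848-fold above the control array, where it was not valid, and 1.44 in GCDC. The matrix metalloproteinases *Mmp12* and *Mmp13* rose 29.2-fold and 27.05-fold in serum depletion and were at 0.915-fold and 1.18-fold of control in GCDC. *Mup19*, a major urinary protein, rose 35.0-fold in serum depletion and was at 0.826-fold of control in GCDC. In the other direction, *Wfdc3*, a protein with a whey acidic protein domain, rose 10.3-fold in GCDC and was at 1.34-fold of control in serum depletion, from a control signal close to the background, 3.8 SD of the blanks above them. *Nt5e*, the ectoenzyme that makes adenosine from AMP, had log2 ratios to control of -3.58 in serum depletion and -0.47 in GCDC. These differences between the treated arrays were not tested. In serum depletion 2681 of the 19809 probes valid on both arrays rose more than 2-fold and 2192 fell by as much. In GCDC 2604 of 20087 probes rose and 1710 fell. A further 406 probes in serum depletion and 554 in GCDC were valid on the treated array and not on the control array, and 185 and 183 of them were at least 2-fold higher. Another 1138 and 860 probes were valid on the control array alone, and 212 and 173 of them were at least 2-fold lower. Over all compared probes the median log2 ratio was 0.16 in serum depletion and 0.23 in GCDC. Scaling an array by another factor, or leaving out the scaling, shifts every log2 ratio of a treatment by the same amount. The share of rises among the changed probes depended on the scaling between arrays. It was 55.0% in serum depletion and 60.4% in GCDC at equal array medians, 66.3% and 66.2% with the median taken over probes valid on all arrays, 47.0% and 44.1% after quantile normalization, 44.5% and 43.5% at equal 75th percentiles, 39.6% and 36.2% after cyclic loess, 42.5% and 41.8% after normexp background correction with an offset and quantile normalization together, and 23.0% and 12.2% with no scaling.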

Upregulated genes in senescent BECs, which show more than twofold change compared to control, were 2870 and 2789 genes in serum depletion and GCDC treatment for 7 days, respectively. 1841 genes were commonly upregulated in both 2 conditions. 

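*Glb1*, which encodes the lysosomal beta-galactosidase, rose 4.08-fold in serum depletion and 3.34-fold in GCDC. The detoxifying glutathione transferases *Gstm7* and *Mgst1* rose in both, *Gstm7* 11.0-fold and 6.87-fold and *Mgst1* 5.70-fold and 6.70-fold. *B2m*, the light chain of MHC class I, rose 4.53-fold and 4.31-fold. Genes that fell on both arrays included *Fkbp5*, a glucocorticoid-induced chaperone partner, with log2 ratios of -4.49 in serum depletion and -4.59 in GCDC, and *Thbs1*, the matrix protein thrombospondin, with -4.08 and -4.46. *Met*, the receptor of hepatocyte growth factor, fell by 4.69 and 4.02 on the log2 scale, and *Polr1a*, the largest subunit of RNA polymerase I, by 4.27 and 4.40. By the smaller of the 2 falls, the other named probes among the 10 with the largest shared falls belonged to *Sertad4*, *Usp22*, *Ascc3*, *Itga3*, *Taf4b* and *Noct*. The levels of *Met*, *Usp22*, *Polr1a* and *Taf4b* in serum depletion, 1.41 to 3.07, and of *Polr1a* and *Taf4b* in GCDC, 2.80 and 2.44, lay near the background. Of the 19530 probes valid on all 3 arrays, 2650 rose in serum depletion and 2569 in GCDC, and 1760 rose in both. Lists of these sizes drawn independently would share 349. In the same probes 2169 and 1630 fell, 1358 fell in both, and independent lists would share 181. Both treated arrays were divided by the same control array, which alone makes their ratios move together. In simulated arrays with no effect, the whole spread between the treated arrays was taken as noise, with 1 shared control. There 439 probes rose in serum depletion and 438 in GCDC, 85 rose in both and 85 fell in both. These simulated lists are smaller than the observed ones, so their overlap is not on the same scale as the 349. Across probes, which are not independent replicates, the covariance of the log2 ratios was 0.72, against 0.12 in the simulation. Part of the excess may come from the shared control array, which the simulation gave no more noise than lay between the treated arrays. Rises were also more frequent among short genes and falls among long genes, and what this adds to the overlap was not tested. Of the probes that rose in serum depletion, 66.4% also rose in GCDC, and the treated arrays lay more than 2-fold apart at 982 probes (5.0%). Rises made up 56.4% of the probes changed in both, against 64.8% with the median over probes valid on all arrays, 41.3% after quantile normalization, 40.6% at equal 75th percentiles, 33.0% after cyclic loess, 37.3% after normexp with an offset and quantile normalization, and 13.4% with no scaling.

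**Figure D1:**
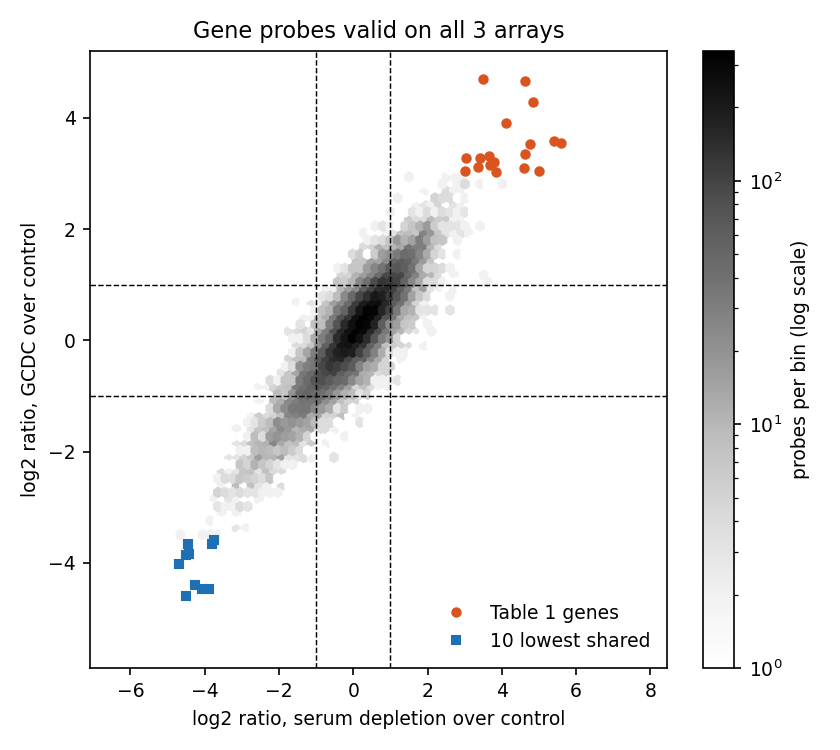
Log2 ratio to control of the 19530 gene probes valid on all 3 arrays, serum depletion on the horizontal axis and GCDC on the vertical axis, with darker bins holding more probes. Circles are the genes of Table 1, squares the 10 genes with the largest shared fall by the smaller of the 2 falls, and dashed lines mark 2-fold. The ratios share 1 control array.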

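Among the 18 genes of Table 1, the transcriptional stress regulator *Nupr1* went from a level of 938.8 on the control array to 12877 in serum depletion (13.7-fold) and 8646 in GCDC (9.21-fold). *Ccl2*, the monocyte chemoattractant, went from 14.9 to 369 (24.7-fold) and 151 (10.1-fold). The interferon-induced *Ifit3* went from 7.21 to 306 and 87.1. *Cpq*, a carboxypeptidase, went from 4.10 to 43.8 (10.7-fold) and 39.8 (9.72-fold), and *Cib2*, a calcium-binding protein, from 14.3 to 118 (8.24-fold) and 139 (9.70-fold). *Itpka*, a kinase of inositol trisphosphate, had the highest fold of these genes in serum depletion, 48.1-fold, and was 11.7-fold up in GCDC. *H2-Ab1*, an MHC class II chain, had the highest in GCDC, 26.0-fold, and was 11.3-fold up in serum depletion. *Tceal8* rose 24.8-fold and 25.3-fold, *Dtna*, a dystrophin-associated protein, 28.9-fold and 19.6-fold, and the peptide hormone gene *Pyy* 27.1-fold and 11.5-fold. The remaining 8 genes (*Pik3r6*, *Sp5*, *Fhod3*, *2010300F17Rik*, *Gstm5*, *Sprr2b*, *Akr1e1* and *Igsf1*) lay between 8.08-fold and 32.2-fold in serum depletion and between 8.15-fold and 15.0-fold in GCDC. The study chose these genes on these same arrays, so their folds are not independent evidence of a rise. All 18 stayed more than 2-fold up in both treatments under each of the other scalings between arrays. That follows largely from their choice at more than 8-fold and is no check on the rises. After normexp background correction with an offset and quantile normalization together, 9 stayed past 2-fold in both. The control signals of *Igsf1*, *Pyy*, *H2-Ab1* and *Akr1e1* were close to the background, 2.2, 2.4, 4.0 and 4.2 SD of the blanks above them.

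**Figure D2:**
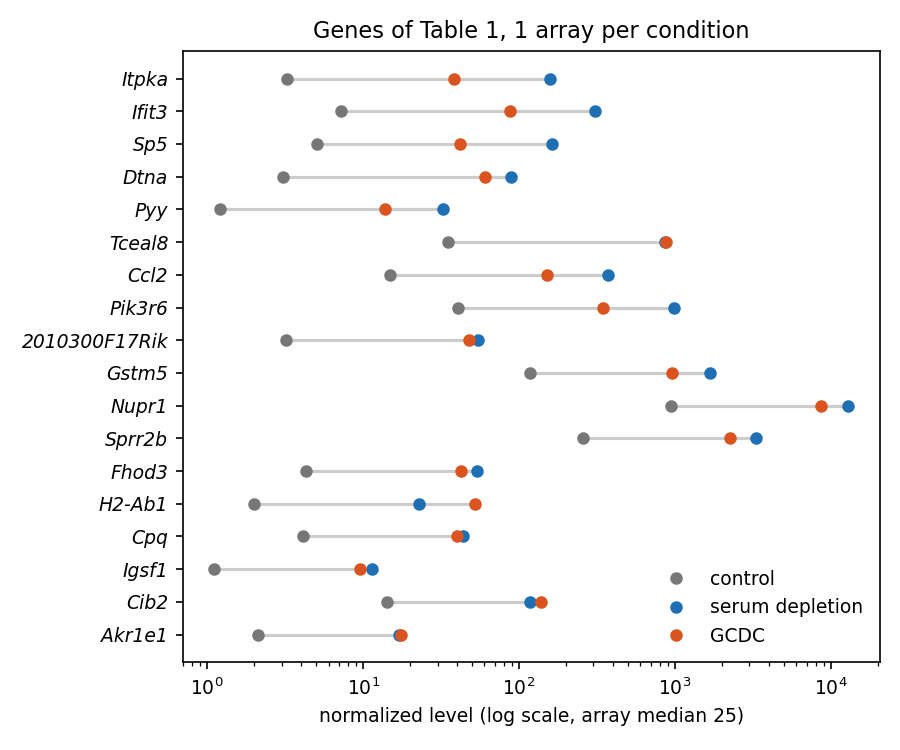
Normalized level (log axis, array median 25) of the 18 genes of Table 1 on the control, serum depletion and GCDC arrays, 1 point per array. All 18 lie higher on both treated arrays than on the control array.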

Major genes commonly upregulated in senescent BECs induced by serum depletion and GCDC treatment included *CCL2, IFIT3, CPQ, NUPR1 and CIB2* (Table 1, Supplementary table S1). Various inflammatory genes (chemokines and cytokines) including *CCL2, CCL20, IL3, IL11, IL15* were upregulated in senescent BECs as SASPs (data not shown) in accordance with our previous study^8,16^. 

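*Ccl20*, a chemokine that attracts lymphocytes and dendritic cells through CCR6, went from a level of 75.5 on the control array to 573 in serum depletion (7.58-fold) and 323 in GCDC (4.27-fold). *Il11*, a cytokine of the IL-6 family, went from 21.2 to 314 (14.8-fold) and 106 (4.99-fold). *Il15*, which sustains natural killer and memory T cells, went from 35.4 to 176 (4.96-fold) and 166 (4.67-fold). *Il3*, a growth factor of blood cells, rose 2.62-fold to 358 and 2.85-fold to 390.0, and stayed under 2-fold in both treatments when the arrays were not scaled. Of 26 chemokines measured, *Ccl2*, *Ccl20*, *Ccl25*, *Ccl27a* and *Cxcl17* rose in both treatments, *Cx3cl1* fell in both, with log2 ratios of -1.24 and -1.41, and *Cxcl5* fell in GCDC alone, at -1.47 against 0.35 in serum depletion. The difference at *Cxcl5* was not tested. The median log2 ratio of the chemokines was 0.52 in serum depletion and 0.46 in GCDC, at the 99.1 and 95.3 percentiles of 10000 random lists of probes with matched levels, and at 96.2 and 81.6 with gene length matched as well. Of the interleukins and other cytokines, 11 of 36 rose in serum depletion and 8 of 38 in GCDC. *Tslp*, an epithelial cytokine of type 2 immunity, had log2 ratios of 2.16 and 2.13 from a control level of 2.04, near the background, *Csf2*, the granulocyte-macrophage factor, 2.40 and 1.29, and *Il18* 1.85 and 1.21. *Il1rn*, the antagonist of the IL-1 receptor, *Il33*, an alarmin of epithelium, and *Tnf* fell in both, with log2 ratios of -3.64 and -2.39, -3.48 and -1.11, and -1.12 and -1.22. *Il1a* also fell in serum depletion (-1.06), and *Il6* fell in GCDC (-1.30), to a level of 1.55 near the background, and was not valid in serum depletion. The cytokine medians were 0.29 and 0.39, at the 89.2 and 94.6 percentiles. *Ccl2* is a gene of Table 1, chosen by the study on these arrays, and the members outside the 4 with the largest changes of each list were named after their values were seen. With no scaling between arrays the medians were -0.19 for the chemokines in GCDC and -0.15 and -0.26 for the cytokines in serum depletion and GCDC. That setting shifts every log2 ratio of a treatment by the same amount.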

We put focus on *IFIT3 and* further examined its role in cell proliferation, apoptosis and cellular senescence. 

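*Ifit3* rose 42.5-fold in serum depletion and 12.1-fold in GCDC, the highest folds of the interferon-stimulated genes measured. Among probes with a valid control signal it was number 5 by fold in serum depletion and number 8 in GCDC, and by the smaller of both folds number 4. With probes that had no valid control signal counted at the floor, it was number 7 and number 11, with no filter on validity number 30 and number 98, and after normexp background correction with an offset and quantile normalization number 13 and number 137. Its control signal lay 14.4 SD of the blanks above them. Of the 48 interferon-stimulated genes measured in serum depletion 9 rose and 2 fell, and of the 49 measured in GCDC 13 rose and 1 fell. *Ifi27* had log2 ratios of 2.05 and 3.24, *Bst2*, the tetherin that holds back budding virus, 1.95 and 2.37, and *Xaf1*, an antagonist of the apoptosis inhibitor XIAP, 1.22 and 2.57. *Ifi44l* had 2.39 and 1.74, from a control level near the background. *Usp18*, which removes ISG15 from proteins, fell in both, at -1.34 and -1.06, and *Herc6* fell in serum depletion, at -1.21. Other classical members lay within 2-fold of control in both treatments, such as *Isg15* (0.54 and 0.74), *Mx1* (0.50 and 0.59), *Irf7* (-0.95 and -0.27) and *Ifit2* (0.67 and 0.03). *Ifit1* was valid on the treated arrays alone, at levels of 3.21 and 4.91, each more than 2-fold above the lowest valid control level of 1.00. The median of the list was 0.51 in serum depletion and 0.44 in GCDC, at the 99.9 and 98.2 percentiles of random lists with matched levels, and at 99.7 and 96.0 with gene length matched as well. Without *Ifit3*, which the study chose on these arrays, it was 0.50 and 0.43. In GCDC it was -0.21 when the arrays were not scaled, which lowers every log2 ratio there by the same amount. Of 12 genes of interferons and their receptors, *Ifnlr1*, the receptor chain for interferon lambda, fell in both, at -2.97 and -1.20, with a level near the background in serum depletion. *Ifna1* rose (1.01) and *Ifng* fell (-1.48, to a level of 2.57 near the background) in serum depletion, and *Ifnb1* was at -0.20 and -0.28. The medians of these genes were -0.01 and 0.51, at the 20.0 and 87.3 percentiles, with signs that depended on the scaling. Of 11 genes of the cGAS-STING pathway, the DNA sensor *Cgas* fell in both, at -1.19 and -1.82, to levels of 1.85 and 1.20 near the background, *Ikbke* fell in serum depletion (-1.27) and *Rnaseh2a* rose in GCDC (1.42), and *Sting1* was at -0.47 and -0.52. Their medians were -0.24 and -0.22, at the 11.1 and 5.9 percentiles, and after cyclic loess -0.46 and -0.60, at the 6.6 and 1.9 percentiles. *Xaf1*, *Usp18* and the members within 2-fold were named after their values were seen. After normexp background correction with an offset and quantile normalization together, *Ifit3* was 6.8-fold and 2.6-fold up, and with no scaling 31.2-fold and 7.7-fold. Reasoning from its rise in senescent BECs and from earlier reports on interferon pathways in PBC, the paper selected IFIT3 for further examination.

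**Figure D3:**
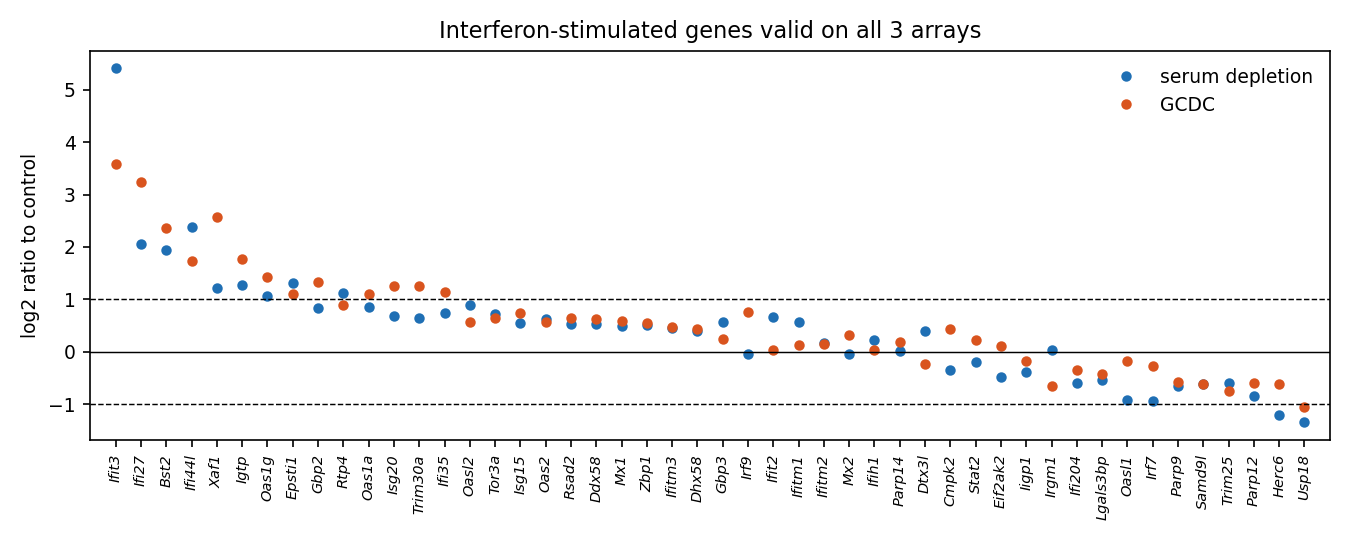
Log2 ratio to control of the 48 interferon-stimulated genes valid on all 3 arrays, in serum depletion and in GCDC, ordered by the sum of both, 1 array per condition. Dashed lines mark 2-fold, and Ifit3 lies highest in both. With no scaling between arrays every GCDC ratio is lower by the same amount, and the GCDC median of the list turns negative.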

GSEA was also performed on top 500 up-regulated genes derived from senescent BECs induced by serum depletion and GCDC treatment. 

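Among the 500 probes with the highest folds of each treatment, taken over probes valid on the treated and the control array, 4 of 52 interferon-stimulated genes on the array were found in serum depletion (*Bst2*, *Ifi27*, *Ifi44l* and *Ifit3*) and 6 in GCDC (these and the GTPase gene *Igtp* and *Xaf1*), where 1.4 would fall by chance from the size of the list. The cytokines *Csf2*, *Il11*, *Il15*, *Il18* and *Tslp* were among the top 500 in serum depletion, and *Il11*, *Il15* and *Tslp* in GCDC. The chemokines *Ccl2* and *Ccl20* were among the top 500 in both, and *Cxcl17* in GCDC. *Reg3g*, an antimicrobial lectin, was the 1 ranked member of the antimicrobial list there in serum depletion, and none was there in GCDC, against 0.9 by chance in each. Its relative *Reg3b* had no valid control signal and was not ranked. The same holds for the chemokine *Ccl7*, at levels of 32.6 in serum depletion and 13.5 in GCDC. Both lay more than 8-fold above the lowest valid control level of 1.00. Of the replication-dependent histones 7 of 16 were in each top list, against 0.5 and 0.4 by chance. Of 36 glutathione and NRF2 targets 7 were there in serum depletion and 6 in GCDC, against 1.0 in each. No gene of the G1/S or G2/M lists, of the cGAS-STING list or of the interferons and their receptors was in either. By chance 1.0, 0.9, 0.3 and 0.3 would fall there, so these absences say little. The top lists shared 283 probes. Their lowest folds were 3.55 in serum depletion and 3.24 in GCDC, and 187 and 150 of the probes had a control level under 10. The gene lists were fixed before the data files were examined. Their members *Ifit3*, *Ccl2* and *Gstm5* are genes of Table 1, chosen by the study on these arrays at more than 8-fold in both treatments. Their places in the top lists follow from that choice, so the counts that include them are not independent of it. The Gene Ontology sets of the enrichment analysis are not used here.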

Various gene-sets were upregulated in each condition and a gene set: GO_RESPONSE_TO_BIOTIC_STIMULUS was commonly upregulated in both condition and IFIT3 was included in several gene sets including this gene set (Supplementary Table S2).

**Table 1:** Genes upregulated in senescent biliary epithelial cells (BECs) induced by GCDC treatment ant serum depletion.

Gene	Description	Senescent, dep	Senescent, GCDC
*Ccl2*	Chemokine (C–C motif) ligand 2	24.73	10.12
*Ifit3*	Interferon-induced protein with tetratricopeptide repeats 3	42.50	12.08
*Cpq*	Carboxypeptidase Q	10.68	9.72
*Nupr1*	Nuclear protein transcription regulator 1	13.72	9.21
*Cib2*	Calcium and integrin binding family member 2	8.24	9.70
*Fhod3*	Formin homology 2 domain containing 3	12.56	10.01
*Dtna*	Dystrobrevin alpha	28.92	19.61
*Gstm5*	Glutathione S-transferase, mu 5	14.29	8.15
*2010300F17Rik*	RIKEN cDNA 2010300F17 gene	17.18	14.98
*Tceal8*	Transcription elongation factor A (SII)-like 8	24.76	25.27
*Pik3r6*	Phosphoinositide-3-kinase, regulatory subunit 6	24.32	8.55
*Itpka*	Inositol 1,4,5-trisphosphate 3-kinase A	48.11	11.74
*Pyy*	Peptide YY	27.12	11.51
*H2-Ab1*	Histocompatibility 2, class II antigen A, beta 1	11.30	25.98
*Akr1e1*	Aldo–keto reductase family 1, member E1	8.08	8.27
*Sprr2b*	Small proline-rich protein 2B	12.89	8.89
*Sp5*	Trans-acting transcription factor 5	32.18	8.26
*Igsf1*	Immunoglobulin superfamily, member 1	10.30	8.61

The fold difference was obtained by dividing the mRNA level in senescent BECs with that in control BECs.

*Dep* serum depletion, *GCDC* glycochenodeoxycholic acid (detail data are shown in Supplemental Table S2).

#### IFIT3 expression was increased in senescent cells in mRNA and protein level

We examined the mRNA expression of *IFIT3* in cultured BECs treated with serum depletion and GCDC for 7 days. The expression of *IFIT3* mRNA was significantly increased in senescent BECs treated with serum depletion and GCDC, compared with control (*p* < 0.01) (Fig. 1A). The expression of IFIT3 at protein level was also significantly increased in senescent BECs treated with serum depletion and GCDC, compared with control (*p* < 0.01) (Fig. 1B).

**Figure 1:**
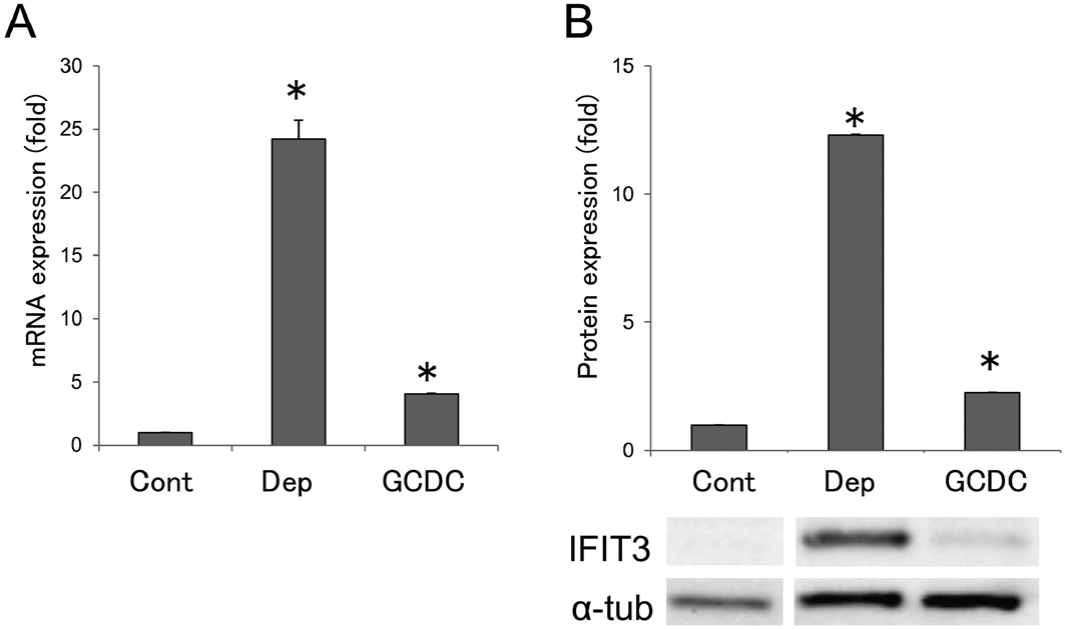
IFIT3 expression was increased in senescent cells in mRNA and protein level. (**A**) The expression of Ifit3 mRNA was significantly increased in senescent BECs induced by serum depletion and GCDC. *p < 0.01 compared to control. (**B**) The expression of IFIT3 protein was significantly increased in senescent BECs induced by serum depletion and GCDC. *p < 0.01 compared to control. Blots were cropped from different parts of the same gel/blot (Supplementary information 3).

#### *IFIT3* knockdown increased cell proliferation, apoptosis and decreased cellular senescence in BECs treated with serum depletion and GCDC

##### Effective knockdown of IFIT3

We examined the effect of *IFIT3* knockdown on BECs. An effective knockdown of *IFIT3* using *si*RNA was confirmed in mRNA and protein levels (Fig. 2A,B).

**Figure 2:**
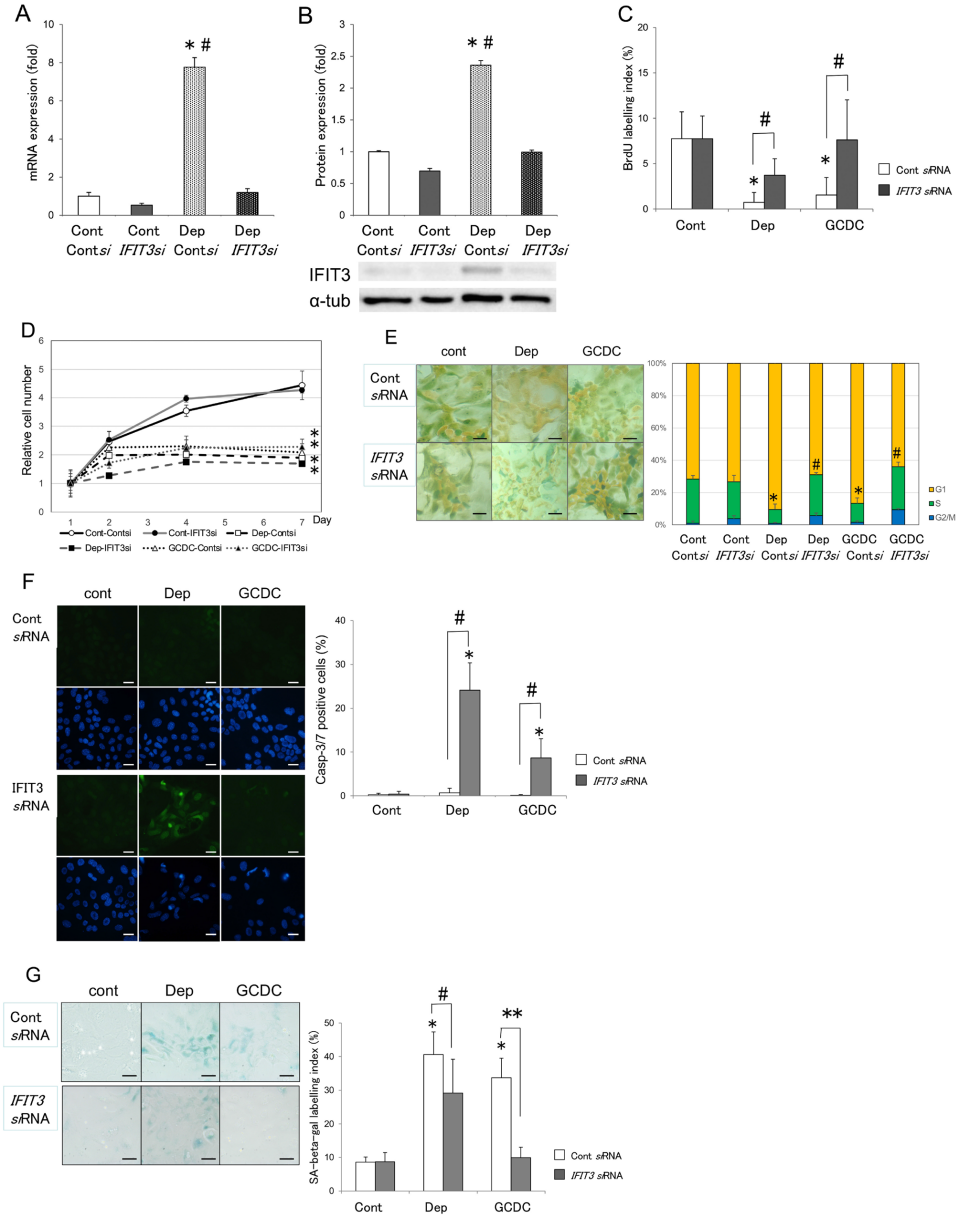
IFIT3 knockdown increased cell proliferation, apoptosis and decreased in cellular senescence in BECs treated with serum depletion and GCDC. (**A**, **B**) Effective knockdown of Ifit3. (**A**) The expression of Ifit3 mRNA in BECs treated with serum depletion and Ifit3 small interfering RNA (*si*RNA) or control *si*RNA for 1 day. Ifit3 mRNA was significantly increased in BECs treated with serum depletion (Dep) compared to the control (*p* < 0.01) and the increase was significantly suppressed by a treatment with Ifit3 *si*RNA compared to the control siRNA (*p* < 0.01). Data are expressed as the means ± SD. *p < 0.01 vs. control + Cont *si*RNA, ^#^*p* < 0.01 compared to Dep + Ifit3 *si*RNA. n = 3 for each group. (**B**) The protein level expression of IFIT3 assessed by immunoblotting in BECs treated with serum depletion and Ifit3 *si*RNA or control *si*RNA for 4 days. The protein level expression of IFIT3 was significantly increased in BECs treated with serum depletion compared to the control (*p* < 0.05) and the increase was significantly suppressed by a treatment with Ifit3 *si*RNA compared to the control siRNA (*p* < 0.05). *p < 0.05 vs. control + Cont *si*RNA; ^#^*p* < 0.05 compared to Dep + Ifit3 *si*RNA, n = 3 for each group. (**C**) Cell proliferation was increased by a treatment with Ifit3 *si*RNA. Cell proliferation activity was detected by BrdU assay. Cell proliferation activities of BECs after the induction of cellular senescence (serum depletion and GCDC) for 4 days with a treatment with Ifit3 *si*RNA or control *si*RNA. BrdU-LI is significantly lower in BECs treated with serum depletion or GCDC compared to the control (*p* < 0.01) and significantly higher in BECs treated with Ifit3 *si*RNA. The data are expressed as the mean ± SD. *p < 0.05 vs. Cont *si*RNA; ^#^*p* < 0.05. n = 5 for each group. (Con-Con*si*, 7.75 ± 2.95; Con-Ifit3*si*, 7.75 ± 2.50; Dep-Cont*si*, 0.72 ± 1.10; Dep-Ifit3*si*, 3.71 ± 1.84; GCDC-Cont*si*, 1.53 ± 1.94; Dep-Ifit3*si*, 7.60 ± 3.42). (**D**) Cell growth curve assessed by cell number was not changed by a treatment with Ifit3 *si*RNA. Cell number was assessed by WST assay after the induction of cellular senescence with serum deprivation (Dep) or GCDC (500 nM) with Ifit3 *si*RNA or control *si*RNA for 1, 2, 4 and 7 days. The data are expressed as the mean ± SD. *p < 0.01 vs. Con-Cont *si*RNA. n = 4 for each group. (**E**) G1/S arrest was resolved by a treatment with *IFIT3 si*RNA. Cell cycle was analyzed using Cell-Clock cell cycle assay on BECs by the treatment with serum depletion (Dep) or GCDC for 4 days with or without knockdown of *IFIT3* using *si*RNA. Cells become yellow in G1, green in S/G2 and blue in M phase. The data are expressed as the mean ± SD. *p < 0.01 vs. Con-Con*si*RNA; ^#^*p* < 0.05 between IFIT3 siRNA and Con*si*RNA in each condition. n = 4 for each group. (% S-phase: Con-Con*si*, 27.4 ± 2.2; Con-Ifit3*si*, 22.9 ± 4.0; Dep-Cont*si*, 8.6 ± 3.3; Dep-Ifit3*si*, 25.3 ± 1.4; GCDC-Cont*si*, 11.7 ± 3.3; Dep-Ifit3*si*, 26.6 ± 3.3). (**F**) Apoptosis was effectively induced in senescent BECs by a treatment with Ifit3*si*RNA. Apoptosis was assessed by detecting caspase-3/7 activity after the induction of cellular senescence with serum deprivation (Dep) or GCDC (500 nM) with Ifit3 *si*RNA or control *si*RNA for 4 days. Apoptotic cells showed caspase-3/7 activity with green fluorescence. The data are expressed as the mean ± SD. *p < 0.01 vs. Cont *si*RNA; ^#^*p* < 0.01. n = 5 for each group. (Con-Con*si*, 0.2 ± 0.3; Con-Ifit3*si*, 0.4 ± 0.64; Dep-Cont*si*, 0.7 ± 1.0; Dep-Ifit3*si*, 24.1 ± 6.2; GCDC-Cont*si*, 0.1 ± 0.2; Dep-Ifit3*si*, 8.7 ± 4.4). Scales are 10 μm. (**G**) Cellular senescence was effectively decreased in BECs with the induction of cellular senescence (serum depletion and GCDC) with a treatment with Ifit3 *si*RNA or control *si*RNA for 4 days. Cellular senescence was assessed by senescence-associated β-galactosidase activity (SA-β-gal) after treatment with serum deprivation (Dep) or GCDC (500 nM) and Ifit3 *si*RNA or control *si*RNA for 4 days. Percentage of cells positive for SA-β-gal was significantly increased in cells treated with Dep (SA-β-gal labeling index, 40.6 ± 6.8) or GCDC (33.7 ± 5.8). Treatment with Ifit3 *si*RNA significantly decreased cellular senescence in each condition (Dep + Ifit3 *si*RNA, 29.2 ± 6.0; GCDC + Ifit3 *si*RNA (9.9 ± 3.1). Data was expressed as mean ± SD. *p < 0.01 compared to control + Cont *si*RNA. ^#^*p* < 0.01, **p < 0.05. The data are expressed as the n = 5 for each group. Scales are 10 μm.

##### IFIT3 knockdown increased cell proliferation activity

Cell proliferation activity detected by BrdU assay after the induction of cellular senescence (serum depletion and GCDC) for 4 days with or without knockdown of *IFIT3* using *si*RNA. BrdU-labelling index was significantly low in BECs treated with serum depletion and GCDC for 4 days (*p* < 0.05) (Fig. 2C). The knockdown of *IFIT3* significantly increased cell proliferation activity in BECs treated with serum depletion and GCDC (*p* < 0.05) (Fig. 2C).

##### IFIT3 knockdown did not change the growth curve assessed by cell number

Cell growth was significantly arrested in BECs by the treatment with serum depletion or GCDC (*p* < 0.01). *IFIT3* knockdown did not change the growth curve in each condition in BECs (Fig. 2D). The increased proliferation and apoptosis may result in no change in the growth curve by treatments with serum depletion and GCDC.

##### IFIT3 knockdown resolved G1/S arrest

Cell cycle was analyzed using Cell-Clock cell cycle assay on BECs by the treatment with serum depletion or GCDC for 4 days with or without knockdown of *IFIT3* using *si*RNA. G1/S arrest was induced by the treatment with serum depletion or GCDC (*p* < 0.05) (Fig. 2E). G1/S arrest was significantly resolved by *IFIT3* knockdown in BECs treated with serum depletion or GCDC (*p* < 0.01) (Fig. 2E).

##### IFIT3 knockdown increased apoptosis

Caspase-3/7 activity was detected for assessment of apoptosis at 4 days after the induction of cellular senescence with or without knockdown of *IFIT3* using *si*RNA. Caspase-3/7 activity with green fluorescence was detected in apoptotic cells (Fig. 2F). Apoptotic cells were significantly increased in senescent BECs with knockdown of *IFIT3* (*p* < 0.01) (Fig. 2F).

##### IFIT3 knockdown decreased cellular senescence

Cellular senescence was assessed by the activity of SA-β-gal after treatment with serum deprivation or GCDC (500 nM) for 4 days with or without knockdown of *IFIT3* using *si*RNA (Fig. 2G). SA-β-gal labelling index, a marker of cellular senescence, was significantly increased by treatment with serum depletion or GCDC. Cellular senescence was significantly decreased by knockdown of *IFIT3* using *si*RNA in BECs treated with serum depletion or GCDC for induction of senescence (*p* < 0.01) (Fig. 2G).

### Human study

#### Increased expression of IFIT3 in senescent BECs in damaged small bile ducts in PBC

IFIT3 was expressed in the cytoplasm in BECs, when present (Fig. 3A–D). The expression of IFIT3 was significantly increased in BECs in small bile ducts involved in cholangitis in PBC (Fig. 3B,C). Table 2 is a summary of the extent of IFIT3 expression in small bile ducts in PBC and control livers. The expression of IFIT3 was significantly more extent in small bile ducts in PBC, compared with control livers (*p* < 0.01). The expression of IFIT3 was significantly correlated with cholangitis activity in PBC (*p* < 0.01). Similar tendency was confirmed in another cohort of 15 patients with PBC (data not shown). The increased expression of IFIT3 in small bile duct was inversely correlated to inadequate response to UDCA in PBC (*p* < 0.05).

**Figure 3:**
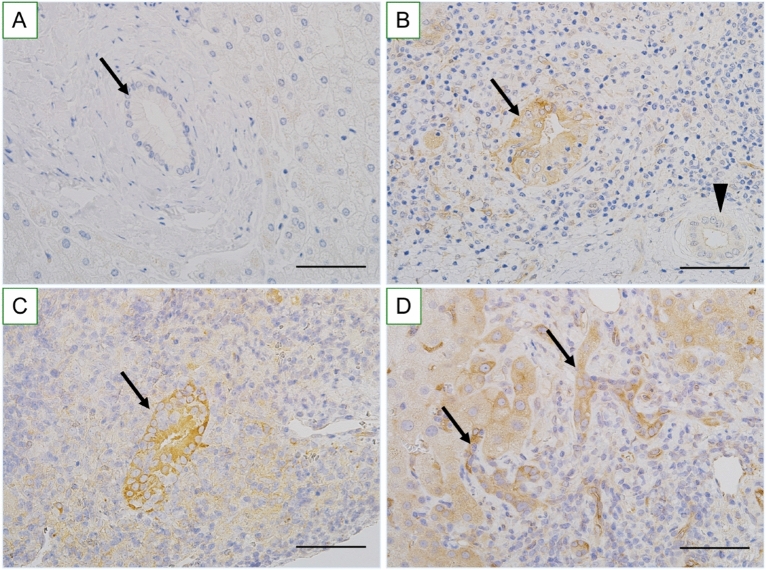
Increased expression of IFIT3 in small bile ducts and bile ductular cells in PBC and control livers. (**A**) IFIT3 is not expressed in small bile duct (arrow) in normal liver. (**B**) IFIT3 is expressed in biliary epithelial cells (BECs) involved in chronic nonsuppurative destructive cholangitis (arrow) in PBC. Arrowhead indicates a normal-looking small bile duct without IFIT3 expression. (**C**) Another example of IFIT3 expression in chronic nonsuppurative destructive cholangitis (arrow) in PBC. (**D**) IFIT3 is expressed in the cytoplasm of bile ductular cells in ductular reactions in PBC. Immunostaining for IFIT3. Original magnification, × 400. Scales are 50 μm.

**Table 2:** Frequency of the expression of Interferon-induced protein with tetratricopeptide repeats 3 (IFIT3) in small bile ducts in primary biliary cholangitis and control livers.

Diseases	Number of patients	IFIT3 expression n (%)	[1+, 2+, 3+]
PBC	70	54 (77.1%)^a–d^	[6, 19, 29]
PBC, st1/2; CA3	33	28 (84.8%)	[2, 9, 17]
PBC, st1/2; CA0-2	12	8 (66.7%)	[2, 3, 3]
PBC, st3/4; CA3	9	9 (100%)^e^	[0, 2, 7]
PBC, st3/4; CA0-2	16	9 (56.3%)	[2, 5, 2]
CVH	61	22 (36.1%)	[16, 6, 0]
CVH, st1/2	38	11 (28.9%)	[9, 2, 0]
CVH, st3/4	23	11 (47.8%)	[7, 4, 0]
PSC	12	5 (41.7%)	[7, 4, 0]
EBO livers	10	3 (30.0%)	[3, 0, 0]
Normal livers	18	2 (11.1%)	[1, 1, 0]

PBC, primary biliary cholangitis; CVH, chronic viral hepatitis; PSC, primary sclerosing cholangitis; EBO, extrahepatic biliary obstruction; a, *p* < 0.01 versus CVH; b, *p* < 0.05 versus PSC; c, *p* < 0.01 versus EBO; d, *p* < 0.05 versus Normal livers; e, *p* < 0.01 versus PBC, stage 3/4, CA0-2; n, number; n, number; [ ], number of cases showing 1 + (focal, positive cells are detected in one third or fewer portal tracts), and 2 + (moderate, positive cells are detected in small bile ducts of more than one third of portal tracts); 3 + (extensive, positive cells are detected in small bile ducts of more than two thirds of portal tracts).

#### Increased expression of IFIT3 in senescent bile ductular cells in ductular reaction in PBC

The expression of IFIT3 was significantly increased in bile ductular cells in ductular reaction in PBC (Fig. 3D). Table 3 is a summary of the extent of IFIT3 expression in bile ductular cells in PBC and control livers. The expression of IFIT3 was significantly more extent in bile ductular cells in PBC, compared with control livers (*p* < 0.01). Similar tendency was confirmed in another cohort of 15 patients with PBC (data not shown).

**Table 3:** Frequency of the expression of Interferon-induced protein with tetratricopeptide repeats 3 (IFIT3) in bile ductules in primary biliary cholangitis and control livers.

Diseases	Number of patients	IFIT3 expression n (%)	[1+, 2+, 3+]
PBC	70	57 (81.4%)^a-c^	[20, 28, 9]
PBC, st1/2; CA3	33	27 (81.8%)	[9, 15, 3]
PBC, st1/2; CA0-2	12	10 (83.3%)	[6, 4, 0]
PBC, st3/4; CA3	9	8 (88.9%)^d^	[0, 4, 4]
PBC, st3/4; CA0-2	16	11 (68.8%)	[5, 2, 2]
CVH	61	22 (36.1%)	[16, 6, 0]
CVH, st1/2	38	9 (23.7%)	[7, 2, 0]
CVH, st3/4	23	13 (56.5%) ^e^	[9, 4, 0]
PSC	12	5 (41.7%)	[2, 3, 1]
EBO livers	69	3 (30.0%)	[3, 0, 0]
Normal livers	32	1 (5.6%)	[1, 0, 0]

PBC, primary biliary cholangitis; CVH, chronic viral hepatitis; PSC, primary sclerosing cholangitis; EBO, extrahepatic biliary obstruction; a, *p* < 0.01 versus CVH; b, *p* < 0.01 versus EBO; c, *p* < 0.01 versus Normal livers; d, *p* < 0.05 versus stage 3/4, CA0-2; e, *p* < 0.01 versus CVH, stage 1/2; n, number; [ ], number of cases showing 1 + (focal, positive cells are detected in one third or fewer portal tracts), and 2 + (moderate, positive cells are detected in bile ductules in more than one third of portal tracts), 3 + (extensive, positive cells are detected in bile ductules in more than two thirds of portal tracts).

#### Increased expression of IFIT3 in senescent BECs in damaged small bile ducts and bile ductules in PBC

Double immunostaining revealed that the expression of IFIT3 was frequently increased in BECs in the senescent small bile ducts showing expression of p21^WAF1/Cip1^ or p16^INK4a^ in PBC (Fig. 4A). The increased expression of IFIT3 was also seen in senescent BECs with expression of p16^INK4a^ and p21^WAF1/Cip1^ in ductular reactions in PBC (Fig. 4B). Since intracytoplasmic localization of p21^WAF1/Cip1^ (nucleus) or p16^INK4a^ (nucleus and cytoplasm) are different from IFIT3 (cytoplasm), the co-localization was not indicated by yellow color in the merged images (Fig. 4A,B). However, the expression was seen in same BECs. Figure 4C shows a view of double fluorescent stain in control normal liver.

**Figure 4:**
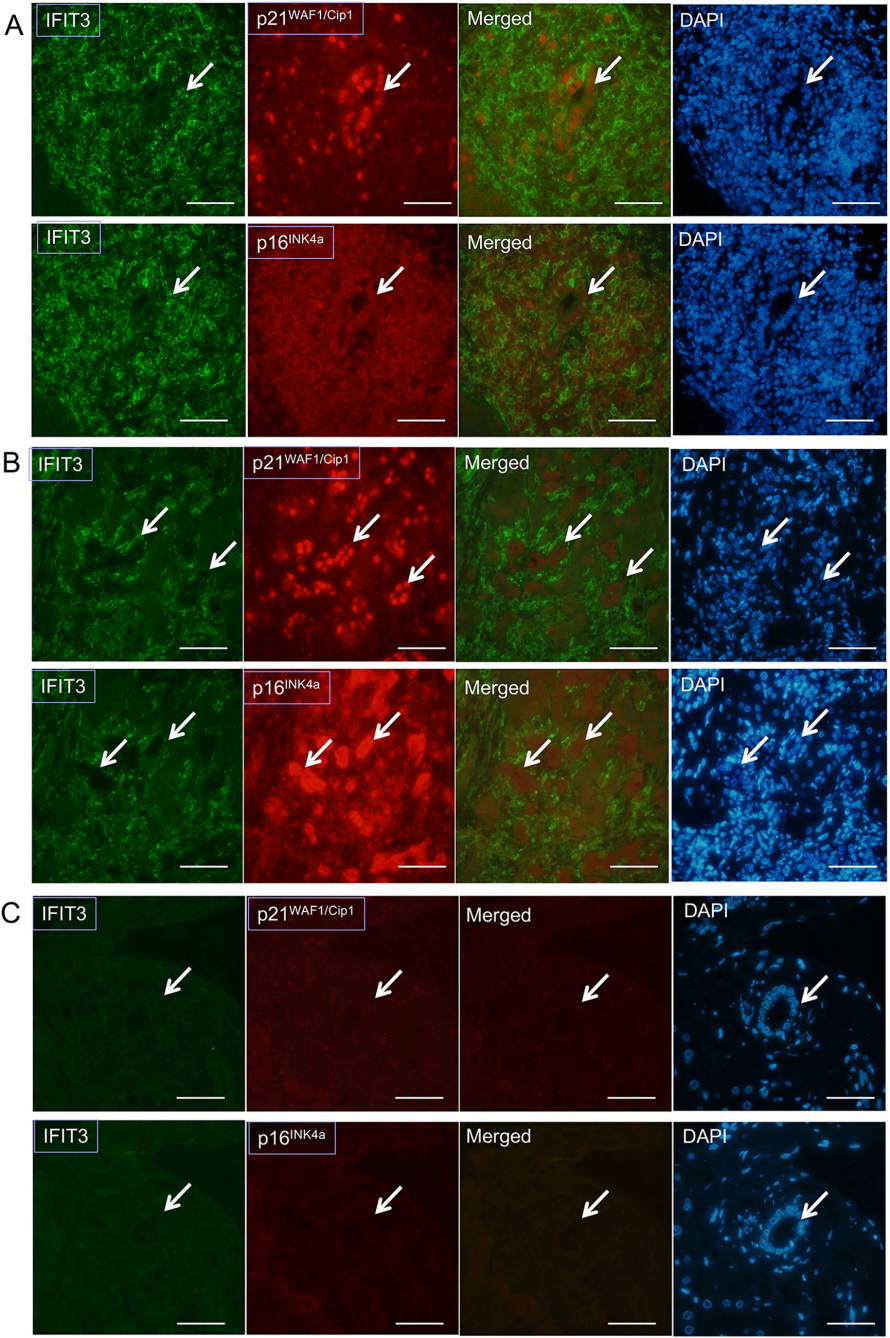
Association of IFIT3 expression with senescent markers p16^INK4a^ in small bile ducts in primary biliary cholangitis (PBC). (**A**) Increased expression of p21^WAF1/Cip1^ was seen in the nuclei of BECs in a damaged small bile duct (arrow) showing increased expression of IFIT3 in PBC. Increased expression of p16^INK4a^ was seen in the nuclei of BECs in a damaged small bile duct (arrow) showing increased expression of IFIT3 in PBC. Double immunostaining for IFIT3 (green) and p21^WAF1/Cip1^ or p16^INK4a^ (red). Original magnification, × 400. Scales are 50 μm. (**B**) Increased expression of p21^WAF1/Cip1^ was seen in the nuclei of BECs in ductular cells in ductular reaction (arrows) showing increased expression of IFIT3 in PBC. Increased expression of p16^INK4a^ was seen in the nuclei and cytoplasm of BECs in ductular cells in ductular reaction (arrows) showing increased expression of IFIT3 in PBC. Double immunostaining for IFIT3 (green) and p21^WAF1/Cip1^ or p16^INK4a^ (red). Original magnification, × 400. Scales are 50 μm. (**C**) IFIT3, p21^WAF1/Cip1^ and p16^INK4a^ were not expressed in BECs in a small bile duct (arrow) in control normal liver. Double immunostaining for IFIT3 (green) and p21^WAF1/Cip1^ or p16^INK4a^ (red). Original magnification, × 400. Scales are 50 μm.

## Discussion

The findings are summarized as follows; (1) Senescent BECs induced by both serum depletion or a treatment with GCDC for 7 days showed common upregulation of 1841 genes (fold change > 2), which included *CCL2*, *IFIT3, CPQ and* a number of chemokines and cytokines; (2) Cell proliferation and apoptosis were significantly increased (*p* < 0.01) and cellular senescence was significantly decreased (*p* < 0.01) by knockdown of *IFIT3* in BECs treated with serum depletion or GCDC; (3) Small bile ducts showing cholangitis and in ductular cells in ductular reactions expressed IFIT3 in significantly higher level in PBC, compared to control livers; (4) Cholangitis activity was significantly correlated with the expression of IFIT3 in small bile ducts in PBC (*p* < 0.01); (5) Senescent BECs showing the expression of p16^INK4a^ and p21^WAF1/Cip1^ in bile duct lesions in PBC expressed IFIT3 in high level; (6) Inadequate response to UDCA was inversely correlated to the increased expression of IFIT3 in small bile duct in PBC (*p* < 0.05).

In this study, we examined comprehensive profiles of senescent BECs relating to cholangiopathies. The results showed that the expression of various chemokines and cytokines are increased as SASPs in agreement with our previous studies^8,15,16^. For example, CCL2, which we reported an increased expression and possible roles in the pathogenesis of PBC^8,16^, is included in the top 5 commonly-upregulated genes in senescent BECs in this study. It is now well known that senescent BECs express various chemokines and cytokines as SASPs in PBC and PSC, which may modulate inflammatory cell infiltration and fibrosis in cholangiopathies^8,15,16,25^. Altered expression of various inflammatory factors is also known in senescent cells^9,13,14,26^.

Among these inflammatory factors, we put focus on one of the top5 commonly-upregulated genes; IFIT3^17–19^ in senescent BECs in this study. In vitro study confirmed the increased expression of IFIT3 in mRNA and protein levels in this study, confirming the data of mRNA array study. In the present study, we found for the first time the increased expression of IFIT3 relating to cellular senescence in BECs in PBC. Increased expression of IFIT3 and its association with pathophysiology were reported in several diseases such as SLE^27^, RA^28^ and degenerative annulus fibrosus^29^. IFIT3 is an IFN-induced protein and upregulates cGMP-AMP synthase (cGAS)-signal via stimulator of IFN genes protein (STING) pathway^27,29^. cGAS-STING pathway is known to play roles in the process of cellular senescence such as the expression of SASPs^30^. Taken together, IFIT3 may also contribute to the overactivation of cGAS/STING signaling pathway in BECs and may participate in the pathophysiology of PBC. Further studies are mandatory to confirm an involvement of IFIT3 on signal transduction pathways.

Accumulating evidences suggest that IFN pathways may participate in the pathogenesis of PBC^20–24^, however, there has been no report regarding IFIT3 in PBC to our knowledge. Recent integrated analysis using GWAS, and mRNA microarray data sets predicted that IFNG and CD40L are the central upstream regulators in both disease susceptibility and activity of PBC^24^. The interplay of types I and II IFN is also implicated as a cause of human PBC^23^ and a murine model of autoimmune cholangitis^22^. A previous paper implicated type I IFN signaling as a necessary component of the sex bias in the murine model of autoimmune cholangitis with chronic IFN–γ stimulating^22^. The previous paper also suggested that drugs that target the type I IFN signaling pathway would have potential benefit in the earlier stages of PBC^22^. IFN‐γ but not IFN‐β, TGF‐β or TNFα was found to up‐regulate STING expression in keratinocytes^31,32^. Taken together, the present study suggests that IFIT3 may be a key molecule, which participates in the crossroads of IFN signaling, cGAS-STING pathway and cellular senescence in PBC.

In the present study, cellular senescence was decreased, and cell proliferation was increased by a knockdown of *IFIT3* in BECs. Furthermore, G1/S arrest was resolved by a knockdown of *IFIT3* in BECs treated with serum depletion or GCDC. A previous study reported significant accumulation of cells at G1/S transition in human monocytic cells with ectopic expression of IFIT3^18^. IFIT3 has been shown to have anti-proliferative activity by enhancing the expression of cell cycle negative regulators such as p27 and p21 by downregulating c-Myc^18^. The findings in the present study agree with previous study, suggesting that IFIT3 may contribute to induce cellular senescence.

A knockdown of IFIT3 in BECs treated with serum depletion or GCDC significantly increased apoptosis in the present study. Previous study suggested that upregulation of IFIT3 plays a protective role in lung epithelial cells in dengue virus infection by an inhibition of apoptosis^33^. IFIT3 knockdown induced apoptosis and suggested that the apoptotic effects of IFIT2 could be negatively regulated by IFIT3^34^. The findings in the present study agree these previous studies and confirmed anti-apoptotic roles of IFIT3 overexpression. It is well known that senescent cells are resistant to apoptosis^26,35^. “Senescent cells and anti-apoptotic pathways” (SCAPs) including Bcl-xL are thought to have responsibility for this resistant mechanism^26,35^. Since IFIT3 is upregulated in senescent cells and inhibits apoptosis^33,34^, increased expression of IFIT3 in bile duct lesions in senescent BECs in PBC may contribute to the anti-apoptosis as one of SCAPs. Taken together, IFIT3 may serve as a novel therapeutic target for clearance of senescent cells and for blocking the production of type I IFN and other proinflammatory cytokines by the cGAS/STING signaling pathway in PBC.

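On the arrays of cultured mouse BECs, *Reg3g*, an antimicrobial lectin of gut epithelium, had log2 ratios to control of 3.14 in serum depletion and 0.40 in GCDC, from a control signal close to the background, 4.6 SD of the blanks above them. *S100a8*, a calcium-binding alarmin, had 1.76 and 1.62, and *Ly96*, the partner of TLR4 in binding endotoxin, 1.67 and 1.55. *Tlr4* itself fell in both, at -1.44 and -1.66, as did *Tnfaip3*, an inhibitor of NF-κB signalling, at -1.39 and -1.18. Of the antimicrobial and innate recognition genes 10 of 30 rose and 3 fell in serum depletion (*Tlr3*, *Tlr4* and *Tnfaip3*), and 6 of 31 rose and 3 fell in GCDC (*Pglyrp1*, *Tlr4* and *Tnfaip3*). Their median log2 ratio was 0.64 in serum depletion and 0.24 in GCDC, at the 99.9 and 53.4 percentiles of random lists with matched levels. Of 21 genes of MHC class I presentation 6 rose in serum depletion and 8 in GCDC, and none fell. The immunoproteasome gene *Psmb9* had log2 ratios of 1.81 and 1.95, and the heavy chain H2-K1 0.62 and 1.70. The class I medians were 0.37 and 0.72, at the 78.9 and 99.3 percentiles, and at 61.5 and 97.4 with gene length matched as well. Of 12 genes of MHC class II presentation, *H2-Ab1*, a gene of Table 1 chosen by the study, and *H2-DMa* rose in both and *H2-DMb1* in serum depletion, and *Cd80* fell in serum depletion (-1.34), to a level of 3.41 near the background. The class II medians were 0.27 and 0.46, at the 81.1 and 93.7 percentiles. Of 30 matrix and growth factor genes of the SASP, 8 rose and 8 fell in serum depletion, and 7 rose and 4 fell in GCDC (*Mmp14*, *Timp2*, *Serpinb2* and *Fgf7*). *Mmp7*, the epithelial matrilysin, had 3.85 and 1.98, *Igfbp7*, a secreted factor that binds insulin-like growth factors, 2.00 and 2.06, and *Mmp14* -3.30 and -3.26. Their medians were 0.12 and 0.14, at the 38.1 and 21.9 percentiles. With no scaling between arrays the medians of the antimicrobial list in GCDC, of class I in serum depletion, and of class II and the SASP list in both turned negative, and the SASP medians also after cyclic loess and at equal 75th percentiles. Leaving out the scaling, or scaling to equal 75th percentiles, shifts every log2 ratio of a treatment by the same amount. *Tnfaip3*, *Pglyrp1*, *Tlr3* and the other members outside the 4 with the largest changes of each list were named after their values were seen.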

In conclusion, senescent BECs showed increased expression of various genes related to immunity and inflammation including SASPs. The increased expression of IFIT3 in BECs may be involved in the pathogenesis of PBC and could be a therapeutic target in PBC.

## Methods

### Culture study

#### Cell culture and treatments

Mouse intrahepatic BECs were isolated from 8-week-old female BALB/c mice and were purified and cultured as described previously^36,37^. All methods were carried out in accordance with relevant guidelines and regulations. The cell density of the cells was less than 80% during experiments. Cellular senescence was induced in BECs cultured in vitro incubation in serum depleted media or treatment with media containing 200 μM GCDC for 4–7 days, as described previously^37–39^. A treatment with GCDC causes cellular senescence via the induction of endoplasmic reticulum stress and dysregulated autophagy, as demonstrated in previous studies^15,37–39^.

#### RNA extraction and cDNA microarray

Total RNA was extracted from the cells with a QIAGEN RNeasy Mini kit (QIAGEN, Hilden, Germany), as described previously^37^ according to the manufacturer’s protocol. Genome-wide expression profiling was performed using a 3D-Gene scanner with 3D-Gene Oligo chip 24 k (Toray Industries, Inc., 23,522 distinct genes) and the supplier's protocol. Hybridization signals were scanned 3D-Gene Scanner (Toray Industries) and processed by 3D-Gene Extraction software (Toray Industries). The raw data of each spot was normalized by subtraction with a mean intensity of the background signal determined by all blank spots' signal intensities of 95% confidence intervals. The raw data intensities greater than 2 standard deviations (SD) of the background signal intensity were considered to be valid. cDNA microarray was performed using pooled RNA samples from 2 independent experiments for each condition. Second cDNA microarray was performed using different sets of samples for each condition and major up-regulated genes including IFIT3 were confirmed. Data analysis and functional analysis was performed by Gene Ontologies and KEGG pathway analysis. GSEA was performed according to the instructions.

#### Data deposition

Microarray data are deposited in the National Center for Biotechnology Information Gene Expression Omnibus database (accession number GSE168052).

#### Knockdown of Ifit3 by small interfering RNA (*si*RNA)

Validated *si*RNA for Ifit3 and negative control *si*RNA were purchased from Santa-Cruz biotech (Santa-Cruz, CA, USA) and QIAGEN, respectively. One day before transfection, BECs were plated in 35 mm-dishes (5 × 10^5^ cells), 96-well plate (1 × 10^4^ cells/well) or 12-well plate (5 × 10^4^ cells/well), and then the cells were transiently transfected with either Ifit3 or control *si*RNA (100 nM) using Lipofectamine 3000 (Invitrogen, Carlsbad, CA), as described previously^37^ according to the manufacturer’s protocol.

#### Real-time quantitative reverse transcriptase-polymerase chain reaction

After cDNA was synthesized, quantitative real-time PCR was performed to measure Ifit3 and β-actin mRNA, as described previously^37^ according to a standard protocol using the SYBR Green PCR Master Mix (Toyobo, Tokyo, Japan). Forward and reverse primers 5′-GAGTGCTGCTTATGGGGAGA and 5′-AGAGCAGTTTGTCAGCAATCC, respectively, were used for Ifit3 and 5′-CCACCGATCCACACAGAGTA and 5′-GGCTCCTAGCACCATGAAGA for β-actin as an internal control. Each experiment was performed twice in triplicate, and the mean was calculated for each of the experiments.

##### Immunoblotting

The cell lysate samples (10 μg) were resolved by SDS-PAGE and transferred to a nitrocellulose membrane as described previously^37^. After transfer, the membranes were processed for immunoblotting as described previously^37^. The primary antibodies used were shown in supplementary table S2. Densitometry of the resulting bands was performed using Image-J software and normalized to the loading control.

##### Assay for cell proliferation

Cell proliferation activity was assessed on day 4 after treatment by using a 5-bromo-2′-deoxy-uridine (BrdU) Labeling and Detection Kit (Roche, Nonenwald, Germany), according to manufactures’ protocol. The nuclei were simultaneously stained with DAPI. At least 1 × 10^3^ total cells were checked and counted to assess the BrdU-labeling index with a conventional fluorescence microscope (Olympus).

##### Assay for cell number

BECs were seeded into 96-well microplates (1 × 10^4^ cells/well) and incubated in a final volume of 100 μl medium. The cell number was assessed on days 1, 2, 4 and 7 after treatment using a Cell Proliferation Reagent WST-1 (Roche, Basel, Switzerland) according to manufacturer’s recommendation.

##### Assay for cell cycle

The cell cycle alteration was detected on day 4 after treatment by a Cell‐Clock Assay Kit (Biocolor, Northern Ireland, UK), according to manufacturer’s protocol. Images of the cells were acquired using a conventional microscope (Olympus) and analyzed using Image J software.

##### Assay for apoptosis

The apoptotic cells in each condition were assessed after the induction of cellular senescence and a treatment with senolytic reagents by using CellEvent Caspase-3/7 Green Detection Reagent (Life Technologies, Carlsbad, CA) as described previously^39^ according to manufacturer’s protocol. The nuclei were simultaneously stained with DAPI. At least 1 × 10^3^ total cells were checked and counted to assess the percentage of apoptotic cells showing Caspase-3/7 activity with a conventional fluorescence microscope.

##### Assay for cellular senescence

The activity of senescence-associated β-galactosidase **(**SA-β-gal) was detected after the induction of cellular senescence and a treatment with senolytic reagents by using the senescence detection kit (Bio Vision, Mountain View, CA) according to manufacturer’s protocol^40^. The proportion of senescent cells was assessed by counting SA-β-gal-positive cells in at least 1 × 10^3^ total cells.

### Human study

#### Classification of intrahepatic biliary tree

The intrahepatic biliary tree is classified into intrahepatic large and small bile ducts (septal and interlobular bile ducts) by their size and distributions in the portal tracts^41^. Bile ductules, which are characterized by tubular or glandular structures with a poorly defined lumen and located at the periphery of the portal tracts^41,42^, are not included in the small bile ducts and evaluated separately.

#### Liver tissue preparation

A total of 171 liver tissue specimens (all were biopsied or surgically resected) were collected from the liver disease file of our laboratory and affiliated hospitals. All methods were carried out in accordance with the Declaration of Helsinki, relevant guidelines and regulations. The Ethics Committee of Kanazawa University approved this study. The liver specimens in this study were 70 PBC, 61 chronic viral hepatitis (CVH), 12 PSC, 10 extrahepatic biliary obstruction (EBO) and 18 “histologically normal” livers. All PBC specimens were from patients fulfilling the clinical, serological and histological characteristics consistent with the diagnosis of PBC^2^ and histologically classified according to Nakanuma classification^43^. Table 4 is a summary of the clinicopathological features of the PBC patients included in the present study.

**Table 4:** Summary of clinicopathological features of patients with primary biliary cholangitis examined.

*Number of patients*	*70*
Age (mean ± SD; range)	58.9 ± 10.7(31–87)
Sex (male/female)	9/61
Anti-mitochondrial antibody	61 (87.1%)
Anti-nuclear antibody	44 (62.9%)
Other autoimmune disease	18 (25.7%)
Family history	5 (7.1%)
UDCA therapy	17 (24.3%)
UDCA inadequate responder	17 (24.3%)
Scheuer stage (stages1,2/3,4)	45/25
Nakanuma stage (stages 1,2/3,4)	45/25
Cholangitis activity (CA)(CA0-2/CA3)	28/42
Hepatitis activity (HA) (HA0,1/HA2,3)	48/22

*UDCA* ursodeoxycholic acid.

Seventeen PBC livers were after UDCA therapy and 17 were UDCA non-responders. Thirty-eight and 23 CVH patients were regarded as F0-2 and as F3, 4, respectively^44^. Ten and 61 of CVH cases were serologically positive for hepatitis B surface antigen and anti-hepatitis C viral antibody, respectively. Causes of EBO were obstruction of the bile duct at the extrahepatic bile ducts or the hepatic hilum due to stone or carcinoma, and the duration of jaundice was less than 1 month. “Histologically normal” livers were obtained from surgically resected livers for metastatic liver tumor or traumatic hepatic rupture. Normal liver tissues were obtained from an area apart from the tumor and carcinoma tissues were not evaluated.

Liver tissue samples were fixed in 10% neutral-buffered formalin and embedded in paraffin. More than twenty serial sections, 4 μm-thick, were cut from each block. Several sections were processed routinely for histologic study, and the remainder was processed for the subsequent immunohistochemistry.

##### Immunohistochemistry

The expression of IFIT3 and senescence-related markers p16^INK4a^, p21^WAF1/Cip1^ were examined, as described previously^12^. The primary antibodies used are shown in supplementary table S3. A similar dilution of the control mouse or rabbit Immunoglobulin G (Dako) was applied instead of the primary antibody as a negative control. Positive and negative controls were routinely included. Histological analysis was performed in a blinded manner. BECs in small bile ducts and bile ductules were separately evaluated.

#### Extent of IFIT3 expression in small bile ducts and bile ductules

The extent of expression was evaluated as follows: 1+, focal, positive cells are detected in one third or fewer portal tracts; 2+, moderate, positive cells are detected in small bile ducts of more than one third of portal tracts; 3+, extensive, positive cells are detected in small bile ducts of more than two thirds of portal tracts.

##### Double immunofluorescence

Double immunofluorescence for IFIT3 with senescent markers (p16^INK4a^ and p21^WAF1/Cip1^) was also performed. In brief, either of p16^INK4a^ or p21^WAF1/Cip1^ was detected using Vector Red Alkaline Phosphatase Substrate Kit (Vector Lab, Burlingame, CA), followed by second staining for Ifit3 using Alexa-488-labeled anti-rabbit IgG. The sections were counterstained with DAPI and evaluated under a conventional fluorescence microscope.

### Statistical analysis

Statistical analysis of differences was performed using the Kruskal–Wallis test with Dunn’s posttest. When the number of groups is 2, statistical analysis of difference was performed using the Mann–Whitney test. The Chi-square test or Fisher’s exact test was used to analyze categorical data. The correlation coefficient of 2 factors was evaluated using Spearman’s rank correlation test. When the *P* value was less than 0.05, the difference was regarded as significant. All analyses were performed using the GraphPad Prism software (GraphPad Software, San Diego, CA, USA).

## Supplementary Information

Supplementary Information.

# Supplementary material for: Interferon-induced protein with tetratricopeptide repeats 3 may be a key factor in primary biliary cholangitis
**Source:** Sci Rep. 2021 Jun 1;11:11413. doi: 10.1038/s41598-021-91016-6
**Supplement:** Supplementary file 1 — Supplementary Information.

Supplementary information

**Interferon-induced protein with tetratricopeptide repeats 3 may be
a key factor in primary biliary cholangitis**

Motoko Sasaki, MD, PhD¹⁾, Yasunori Sato MD, PhD¹⁾ and Yasuni Nakanuma MD, PhD²⁾

Supplementary table S1, Related to table 1. Microarray expression analysis derived from senescent BECs induced by GCDC treatment and serum depletion. The fold change in gene expressions in GCDC treatment and serum depletion samples relative to control was calculated. The genes that were significantly different using a 8-fold cut-off are listed. Global normalization value that is more than 100 is indicated in yellow.

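Of the 18 genes in the table, *Nupr1*, the squamous differentiation gene *Sprr2b* and the glutathione transferase gene *Gstm5* had a level above 100 on the control array. *Ccl2*, *Cib2*, *Pik3r6* and *Tceal8* joined them on both treated arrays, which gave 7 genes in GCDC. In serum depletion *Ifit3*, *Itpka* and the transcription factor gene *Sp5* also exceeded this level, which gave 10. *Igsf1*, *Pyy*, *H2-Ab1* and *Akr1e1* had control signals close to the background, at 2.2, 2.4, 4.0 and 4.2 SD of the blanks above them, so that their folds rest on small control values and a limit of 5 SD leaves them uncompared. Among probes valid on all 3 arrays, the 18 that rose more than 8-fold in both treatments are those of the table. *Ccl7*, with no valid control signal and levels of 32.6 and 13.5 on the treated arrays, is outside this comparison. Both levels lay more than 8-fold above the lowest valid control level of 1.00. The number of the table's genes past 8-fold in both was 12 after quantile normalization, 11 at equal 75th percentiles and 11 after cyclic loess. It was 4 with no scaling and 1 after normexp background correction with an offset and quantile normalization together. More probes fell than rose by more than 8-fold, 166 against 72 in serum depletion and 76 against 33 in GCDC.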

Up-regulated transcripts in senescent BECs									global normalization			Dep/Contol		GCDC/Control	
Name	ID	RefSeq_id	Enterz	ic symbol	description	GO_biological	GO_molecu	GO_cellular	Control	Dep	GCDC	ratio	LOG2ratio	ratio	LOG2ratio
M200000049	M200000049	NM_011333.3	20296	Ccl2	chemokine (C-C m	GO:0001525	GO:0001664	GO:0005576	15	369	151	24.73	4.63	10.12	3.34
M400007854	M400007854	NM_010501.2	15959	Ifit3	interferon-induced	GO:0002376	GO:0003723	GO:0005737	7	306	87	42.50	5.41	12.08	3.59
M200003355	M200003355	NM_018755.2	54381	Cpq	carboxypeptidase	GO:0006508	GO:0004180	GO:0005576	4	44	40	10.68	3.42	9.72	3.28
M200003674	M200003674	NM_019738.1	56312	Nupr1	nuclear protein tra	GO:0002526	GO:0003677	GO:0005634	939	12877	8648	13.72	3.78	9.21	3.20
M200013916	M200013916	NM_019686.5	56506	Cib2	calcium and integ	GO:0007204	GO:0000287	GO:0001750	14	118	139	8.24	3.04	9.70	3.28
M400004927	M400004927	NM_001289655	225288	Fhod3	formin homology 2	GO:0007015	GO:0003674	GO:0005737	4	54	43	12.56	3.65	10.01	3.32
M200001306	M200001306	NM_207650.4	13527	Dtna	dystrobrevin alpha-	GO:0005515	GO:0005737		3	89	60	28.92	4.85	19.61	4.29
M300000499	M300000499	NM_010360.2	14866	Gstm5	glutathione S-tran	GO:0006749	GO:0004364	GO:0005634	117	1672	954	14.29	3.84	8.15	3.03
M400013256	M400013256	XR_880180.1	69884	2010300F	RIKEN cDNA 201	GO:0008150	GO:0003674	GO:0005575	3	55	48	17.18	4.10	14.98	3.90
M300022199	M300022199	NM_001168578	66684	Tceal8	transcription elong	GO:0006351	GO:0050699	GO:0005634	35	861	879	24.76	4.63	25.27	4.66
M300017127	M300017127	NR_126154.1	104709	Pik3r6	phosphoinositide-	GO:0001525	GO:0046934	GO:0005737	41	987	347	24.32	4.60	8.55	3.10
M300005569	M300005569	NM_146125.2	228550	Itpka	inositol 1,4,5-trisp	GO:0006020	GO:0000166	GO:0043197	3	157	38	48.11	5.59	11.74	3.55
M200014447	M200014447	NM_145435.1	217212	Pyy	peptide YY	GO:0007218	GO:0001664	GO:0005576	1	33	14	27.12	4.76	11.51	3.52
M200002417	M200002417	NM_207105.3	14961	H2-Ab1	histocompatibility	GO:0002344	GO:0005515	GO:0005622	2	23	52	11.30	3.50	25.98	4.70
M300016369	M300016369	NM_018859.2	56043	Akr1e1	aldo-keto reducta	GO:0055114	GO:0016491	GO:0005737	2	17	17	8.08	3.01	8.27	3.05
M400003646	M400003646	NM_011469.3	20756	Sprr2b	small proline-rich	GO:0008544	GO:0005198	GO:0001533	255	3288	2269	12.89	3.69	8.89	3.15
M200009840	M200009840	NM_022435.2	64406	Sp5	trans-acting trans	GO:0006351	GO:0000977	GO:0005634	5	163	42	32.18	5.01	8.26	3.05
M400012446	M400012446	NM_177915.4	209268	Igsf1	immunoglobulin s	GO:0006355	GO:0004872	GO:0005576	1	11	10	10.30	3.37	8.61	3.11

Supplementary table S2. GSEA. Supplementary table S2. Gene Set Enrichment Analysis on top 500 upregulated genes derived from senescent BECs induced by serum depletion and GCDC treatment. Gene sets including IFIT3 are marked. Bold indicates commonly detected gene sets in both conditions.

Upregulated Gene-Sets in senescenct BECs induced by serum depletion	No. of Enriched Genes	NOM p-val	IFIT3	Upregulated Gene-Sets in senescenct BECs induced GCDC	No. of Enriched Genes	NOM p-val	IFIT3
GO_MOLECULAR_TRANSDUCER_ACTIVITY	21	0.0043		GO_ION_HOMEOSTASIS	25	0.0022	
GO_RESPONSE_TO_HORMONE	18	0.0033		GO_G_PROTEIN_COUPLED_RECEPTOR_SIGNALING_PATHWAY	22	0.0033	
GO_POSITIVE_REGULATION_OF_CELL_POPULATION_PROLIFERATION	22	0.0396		GO_METAL_ION_HOMEOSTASIS	24	0.0055	
GO_RESPONSE_TO_WOUNDING	24	0.0482		GO_CELLULAR_ION_HOMEOSTASIS	21	0.0091	
GO_HUMORAL_IMMUNE_RESPONSE	15	0.0169	*	GO_CHEMICAL_HOMEOSTASIS	31	0.0042	
GO_EPITHELIAL_CELL_DIFFERENTIATION	17	0.0385		GO_DEFENSE_RESPONSE_TO_OTHER_ORGANISM	30	0.0119	*
GO_RESPONSE_TO_NITROGEN_COMPOUND	27	0.0611		GO_DIVALENT_INORGANIC_CATION_HOMEOSTASIS	15	0.0211	
GO_NEGATIVE_REGULATION_OF_DEVELOPMENTAL_PROCESS	29	0.0368		GO_INNATE_IMMUNE_RESPONSE	26	0.0174	*
GO_NEGATIVE_REGULATION_OF_CELL_DIFFERENTIATION	24	0.0494		GO_CELLULAR_HOMEOSTASIS	29	0.0282	
GO_EPITHELIAL_CELL_PROLIFERATION	18	0.0388		GO_DEFENSE_RESPONSE	55	0.0184	*
GO_WOUND_HEALING	21	0.0540		GO_RECEPTOR_REGULATOR_ACTIVITY	21	0.0366	
GO_RESPONSE_TO_ENDOGENOUS_STIMULUS	36	0.0153		GO_CYTOKINE_MEDIATED_SIGNALING_PATHWAY	24	0.0422	*
GO_INFLAMMATORY_RESPONSE	29	0.0735		GO_CELL_CELL_SIGNALING	32	0.0372	
GO_BIOLOGICAL_ADHESION	36	0.0746		GO_SYNAPSE	24	0.0509	
**GO_RESPONSE_TO_BIOTIC_STIMULUS**	44	0.0518	*	**GO_RESPONSE_TO_BIOTIC_STIMULUS**	42	0.0290	*
GO_EPITHELIUM_DEVELOPMENT	24	0.0577		GO_RESPONSE_TO_CYTOKINE	36	0.0432	*
GO_NEGATIVE_REGULATION_OF_MULTICELLULAR_ORGANISMAL_PROCE	40	0.0459		GO_ENZYME_REGULATOR_ACTIVITY	32	0.0535	
GO_REGULATION_OF_RESPONSE_TO_STRESS	37	0.0958		GO_AMIDE_BINDING	16	0.0633	
GO_CELL_CELL_ADHESION	20	0.0588		HP_CONSTITUTIONAL_SYMPTOM	19	0.0570	
GO_IDENTICAL_PROTEIN_BINDING	46	0.0153	*	GO_ENZYME_INHIBITOR_ACTIVITY	16	0.0611	

Supplementary table S3. Primary antibodies used in this study.

<i>Primary antibody</i>	<i>Type (clone)</i>	<i>Pre-treatment (FFPE)</i>	<i>dilution</i>	<i>Source</i>
**<i>Immunohistochemistry</i>**				
Ifit3	Rabbit poly	eARI –BA (121°C, 5min)	1:400	Proteintech, Rosemont, IL
Ifit3	Mouse mono (B-7)	eARI –BA (121°C, 5min)	1:200	Santa-Cruz, Santa-Cruz, CA
p16 ^{INK4a}	Mouse mono (JC8)	eARI –BA (121°C, 5min)	1:100	Neomarkers, Freemont, CA
p21 ^{WAF1/Cip1}	Mouse mono (70)	eARI –BA (121°C, 5min)	1:100	BD Transduction, San Jose, CA
**<i>Immunoblotting</i>**				
Ifit3	Rabbit poly		1:200	MyBiosource, San Diego, CA
α -tubulin	Mouse mono (TU-01)		1:500	Thermo Fisher, IL

Ifit3, interferon- induced protein with tetratricopeptide repeats 3, RT, room temperature; eARI, electronic antigen retrieval instrument (pascal, Dako); BA, 0.05M boric acid buffer (pH 8).

Supplementary information 4

Full blot of figure 1B and 2B

Supplementary information 3
Original blot of figure 1B and 2B

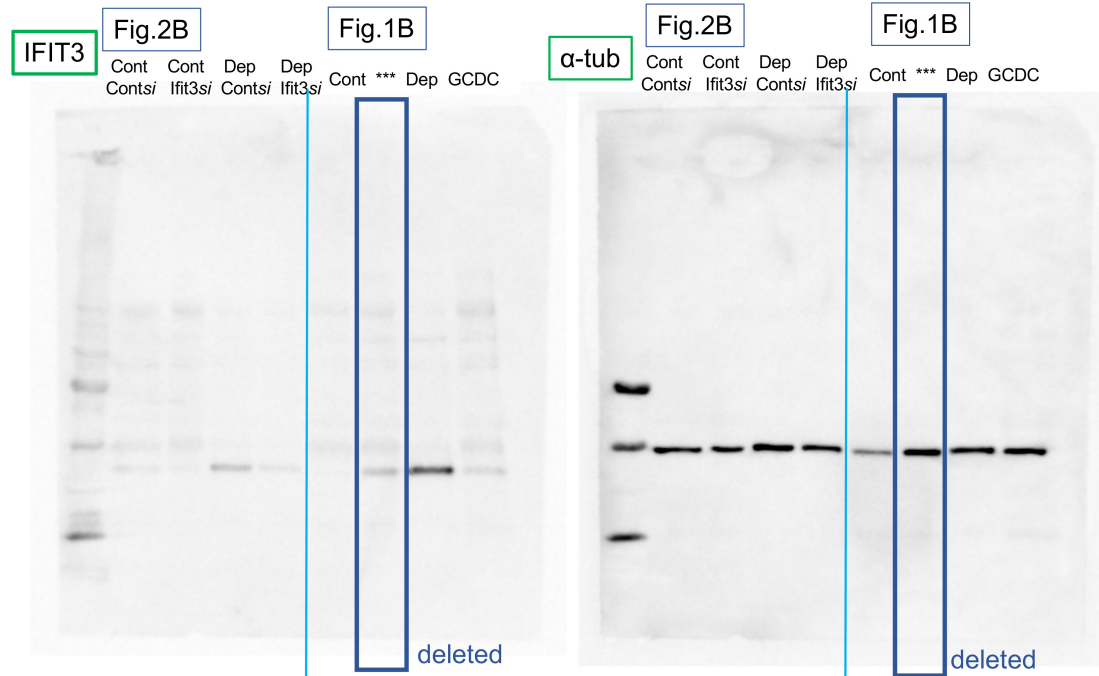

cf. α -tub was detected after stripping of anti-Ifit3 antibody in a same membrane.

How the deposited data were processed for this re-analysis (not part of the article)

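RNA of cultured mouse intrahepatic BECs was measured on 3 one-colour 3D-Gene microarrays, 1 for control cells, 1 for serum-depleted cells and 1 for GCDC-treated cells, each with RNA pooled from 2 independent experiments. The paper's results, methods and sample labels name the conditions, and the samples were grouped by those labels. A second microarray on other samples, the RT-qPCR, the knockdown and the liver tissues are not analysed here.

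The authors scanned each array and deposited the scanner output, which holds the median pixel intensity of each of 27456 spots on a linear scale with no background subtracted. They also deposited a table of processed intensity, with the mean of the blanks subtracted, invalid probes left empty and each array scaled to a median of 25. The methods state the subtraction of the blanks and the limit of 2 SD. The percentiles of the blanks and the median of 25 were found by setting the deposited table against the scanner output. The SD was taken with the number of blanks as divisor, because the valid probes then match those of the table on all 23473 gene probes. Main values were recomputed from the scanner output in these steps, so that other processing could start from the same intensities, and the deposited table was an alternative. On each array 2463, 2463 and 2464 of 2736 blanks lay between the percentiles used (control, serum depletion, GCDC), and the limits of validity were 57.3, 60.3 and 53.7. The scaling factors were 0.615, 0.838 and 0.964 for a median of 25. On the GCDC array 3 gene spots with a mark from the scanner were left out, and 1 probe spotted more than once was averaged. The signal above background limits what can be seen: the median valid signal was 40.6, 29.8 and 25.9 above the blanks.

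Probes were named through the platform's annotation. Of the gene probes 20690 had 1 symbol, 2 were named from Supplementary table S1 and 2781 had none, and 20556 symbols were matched through the gene identifier. The 19323 symbols included 1283 with more than 1 probe, where the probe with the highest mean level stood for the gene in lists. Among these, 15 symbols in serum depletion and 19 in GCDC had probes that rose and probes that fell.

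Gene probes were compared as the ratio of a treated level to the control level where both were valid, with a threshold of 2-fold. With 1 array per condition no p-value was computed. For lists, the median log2 ratio was set among the medians of 10000 random lists of the same size drawn within 20 classes of level, which describes these arrays and is no test. Where gene length was also matched, 8 classes of level and 5 of length were used, with lengths as genomic spans in GRCm38.p6 for 99.4% of genes. The overlap of both treatments was set beside 100 simulated sets of arrays with no effect and 1 shared control.

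The choices for the counts, the lists, the named genes and the alternatives were fixed before the data were examined, apart from those said to be made later. The 31 lists were interferon-stimulated genes, interferons and receptors, cGAS-STING, chemokines, cytokines, matrix and growth factors of the SASP, CDK inhibitors and p53 targets, G1/S, G2/M, the unfolded protein response, the integrated stress response, autophagy and lysosome, cholesterol, bile acids, NRF2 targets, MHC class I and II, antimicrobial genes, anti-apoptotic genes, cornified envelope, TGF-beta response, histones, respiratory chain, ribosomal proteins, housekeeping genes, and markers of cholangiocytes, hepatocytes, macrophages, lymphocytes, mesenchymal and endothelial cells. Of 856 members written, 789 were found on the array, and the others are not analysed here. *Ifit3*, *Ccl2*, *Nupr1*, *Cpq*, *Gstm5*, *Sprr2b* and *H2-Ab1* are members that the study chose for Table 1 on these arrays. Named genes were those of Table 1, the chemokines and cytokines named in the results, the 10 highest and the 10 lowest changes shared by both treatments, the 4 members of each list with the largest mean change among those past 2-fold, and the 5 largest differences between the treatments in each direction. The values of Table 1 and Supplementary table S1 were seen before this rule was written. Changes shared by both treatments were ranked by the smaller of the 2. Members named for another reason, such as to spell out a small count, were chosen after their values were seen.

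The alternatives were no filter on validity, the control at its floor, probes valid on all 3 arrays, a limit of 5 SD, a level above 100 on the treated array, quantile normalization, equal 75th percentiles, the median over probes valid on all arrays, no scaling, cyclic loess, normexp with an offset of 50 and quantile normalization, the deposited table, thresholds of 1.5-fold, 4-fold and 8-fold, and distinct gene symbols. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 for cyclic loess and normexp, were used.

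The steps were tested on simulated data. With noise as large as the whole spread between the treated arrays, all of 50 probes raised 8-fold were recovered in the simulated serum depletion comparison of 20018 probes and in the GCDC comparison of 20217. Of 50 raised 3-fold, 92.0% and 86.0% were recovered. Of 50 lowered 3-fold 72.0% and 78.0% were recovered, and of 50 lowered 8-fold 70.0% and 82.0%. Of the unchanged probes 7.1% and 6.8% passed 2-fold. These runs held no difference that follows intensity. With such a difference added, 48.0% and 54.0% of the probes lowered 3-fold were recovered and 86.0% and 88.0% of those raised 3-fold, and 10.3% and 10.7% of the unchanged probes passed 2-fold. The median percentile of 200 random lists was 48.4 in the serum depletion comparison.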

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

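Both tests on *Ifit3* were chosen only after its result was seen; the other tests were set before, although medians of ribosomal and respiratory genes had been seen by then. Some gene lists for which the paper gives no array values lay apart from random lists with matched levels on both treated arrays. They include cell cycle genes, although the paper reports lower BrdU labelling and G1/S arrest in both treatments from other assays. The G2/M and mitosis genes had median log2 ratios of -2.12 in serum depletion and -1.82 in GCDC, with 26 and 25 of 31 measured genes more than 2-fold down, and the G1/S and DNA replication genes had -0.97 and -0.92, with 17 of 35 down in each. Replication-dependent histones had 1.67 and 1.70, with 9 of 16 and 8 of 15 more than 2-fold up. Genes of cholesterol synthesis and uptake had -0.41 and -0.06, and housekeeping genes -0.27 and 0.04, each at or under the 0.1 percentile of random lists with matched levels. The direction of these lists held under each alternative, except for cholesterol in GCDC, positive with the median over probes valid on all arrays, and housekeeping genes in GCDC, negative under 5 of the alternatives. In both treatments 1358 probes lay more than 2-fold below control, which the paper does not report. Treatments went opposite ways at 1 probe that rose in serum depletion and fell in GCDC, of *Cd34* (log2 ratios of 1.96 and -1.21, with a GCDC level of 1.70 near the background), and at 1 that did the reverse, of *Prap1* (-2.82 and 1.02, under 2-fold in GCDC in 5 alternatives); these differences were not tested.

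The first pattern is the 1760 probes more than 2-fold up on both treated arrays. Cyclic loess, which removes differences that follow intensity, left 48.0% of them past 2-fold in both, just under the 50% set as the limit, so such a difference may account for part of the count and stays open. The median log2 ratio was 0.02 to 0.16 in the 4 lower classes of level and 0.54 and 0.91 in the 2 highest in serum depletion, and 0.12 to 0.24, 0.61 and 0.88 in GCDC. Noise of the shared control array gave a simulated overlap of 4.8% of the count, from smaller lists of 439 and 438 probes. The simulation took its noise from the spread between the treated arrays, so it held no deviation particular to the control array. With 1 control array the share of this noise cannot be told apart from that of the treatments. Serum depletion and GCDC, the treatments of the design, stay open as the biological explanation.

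The second pattern is the higher level of ribosomal protein and respiratory chain genes, with a joint median log2 ratio over 47 genes of 1.05 in serum depletion and 0.95 in GCDC, at the 98.2 and 89.3 percentiles of lists matched on level. After cyclic loess the medians were 0.05 and -0.02, at the 56.1 and 32.3 percentiles. The lower medians leave an intensity-dependent difference between arrays open, since a rise of abundant transcripts in the cells would be removed as well. The percentiles cannot decide between them: the random lists were already matched on level, and GCDC lay at only 89.3 before cyclic loess. The respiratory chain genes alone differed from the joint list: they lay at the 91.8 and 91.1 percentiles before cyclic loess and at 89.5 and 89.8 after it, with medians of 1.03 in each treatment before and 0.27 and 0.25 after. Gene length stays open: matched on length too, the percentiles were 98.6 and 86.3, and the difference between the treatments was not tested. Across genes the log2 ratios fell with gene length, with Spearman's rho of -0.20 in serum depletion and -0.21 in GCDC, and genes are not independent replicates.

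The third pattern is the rise of *Ifit3* by more than 8-fold on both arrays in the main processing; it was 7.7-fold in GCDC with no scaling, and 6.8-fold and 2.6-fold with normexp, an offset and quantile normalization together. The control signal of *Ifit3* lay 14.4 SD of the blanks above them, against a limit of 5, so it was distinct from the blank spots. That SD describes blanks without their extremes and not the error of a gene spot. The test therefore cannot tell how far a low control signal adds to the size of the fold, and this explanation stays open. The interferon-stimulated genes without *Ifit3* lay at the 99.9 percentile in serum depletion and 98.0 in GCDC, so a general rise of such genes stays a candidate explanation. In GCDC this depended on the matching: with *Ifit3* included, the list lay at the 96.0 percentile with gene length matched as well. The median of the list was -0.21 with no scaling, which lowers every log2 ratio in GCDC by the same amount. Their medians of 0.50 and 0.43 were far under the change of *Ifit3*, whose log2 ratios were 5.41 and 3.59. Variation between cultures was not tested within these 3 arrays. The paper reports that a second microarray on other samples bore out major raised genes including IFIT3. It also reports significantly higher IFIT3 mRNA and protein in both treatments. Those data are not analysed here. From these 3 arrays alone, serum depletion and GCDC stay open as the biological explanation of the rise.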

How the results depend on the processing

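Of the counts, 24 of 49 values under alternatives stayed within 1.5 times the main count and 25 moved further. The main counts were 2681 probes up in serum depletion, 2604 in GCDC and 1760 in both, and the values in that order were 1170, 607 and 471 with no scaling, 1703, 1295 and 847 after cyclic loess, and 585, 438 and 310 with normexp, an offset and quantile normalization together, where the offset shrinks folds by construction. A level above 100 on the treated array left 1530, 1536 and 1122, because fewer probes are compared. The threshold itself gave 5454, 5888 and 4039 at 1.5-fold, 388, 255 and 172 at 4-fold, and 72, 33 and 18 at 8-fold. Quantile normalization gave 1653 in GCDC and 1131 in both, and equal 75th percentiles 1723 in GCDC. No scaling and equal 75th percentiles shift every log2 ratio of a treatment by the same amount, which moves the counts by construction. The offset was not varied apart from the background correction and quantile normalization. Beyond these shifts, the smaller number of probes and the threshold, the cause was not tested. The simulated overlap with no effect was 85 with the whole spread between the treated arrays as noise and 0 with 50% of it, which lowers the noise by construction.

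Of 558 list medians under alternatives 69 had another sign than the main median, 31 of them with no scaling. In 17 of the 69 the main median lay outside the central 95% of random lists. Of the others, 518 stayed inside or outside that range as the main median did, 14 left it and 9 came to lie within it. Among the 17, the interferon-stimulated genes in GCDC (main 0.44) had -0.21 with no scaling. The medians of CDK inhibitors and p53 targets in GCDC (main 0.01), of housekeeping genes in GCDC (0.04) and of cholangiocyte markers in serum depletion (0.08), in that order, were -0.20, -0.53 and -0.54 after quantile normalization, -0.18, -0.14 and -0.06 at equal 75th percentiles, -0.64, -0.60 and -0.36 with no scaling, -0.28, -0.86 and -0.79 after cyclic loess, and -0.11, -0.49 and -0.38 with normexp. Cholesterol genes in GCDC (main -0.06) had 0.01 with the median over probes valid on all arrays. That setting, no scaling and equal 75th percentiles each shift every log2 ratio of a treatment by the same amount. Their sign changes, 5, 31 and 8 of the 69, follow from that shift. The cause of the others was not tested.

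Of the values of named genes, 2410 stayed on their side of 2-fold, 194 dropped under it (110 of them with normexp and 33 with no scaling), 24 passed it, and none reversed. Many of these genes were named for large changes in the main values, so this steadiness follows in part from their choice. Arrays limit these results by the signal above background: 406 probes in serum depletion and 554 in GCDC had no valid control signal, and raising the limit to 5 SD left 2191, 2294 and 1521 probes up. No paired analysis was possible because each condition has 1 array.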

Differences from the paper's values

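No count or fold of the main processing lay more than 1.5 times from the paper's value. The paper's counts of genes more than 2-fold up are 2870 in serum depletion, 2789 in GCDC and 1841 in both, against 2681, 2604 and 1760 here over probes valid on the arrays compared; the paper does not state how probes without a valid control signal were counted. With the control at its floor for such probes, an alternative set before the data were examined, the counts were 2866, 2787 and 1838, within 4 of the paper's each. The 36 folds of Supplementary table S1 lay within 0.1% of those computed here.

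The paper's introduction ranks IFIT3 highest among the genes raised in senescent BECs. Of the 18 genes of Table 1, 1 had a higher fold than *Ifit3* in serum depletion (*Itpka*, 48.1-fold against 42.5-fold) and 4 had a higher fold in GCDC (*H2-Ab1* 26.0-fold, *Tceal8* 25.3-fold, *Dtna* 19.6-fold and *2010300F17Rik* 15.0-fold, against 12.1-fold). Among probes with a valid control signal, 4 had a higher fold in serum depletion and 7 in GCDC. Among *Ccl2*, *Ifit3* and *Cpq*, which the introduction names together, and among the interferon-stimulated genes measured, *Ifit3* had the highest fold in both treatments.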

Other observations

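Genes of the cell cycle were low on both treated arrays. The mitotic kinase gene *Plk1* had log2 ratios of -4.04 in serum depletion and -2.21 in GCDC, the spindle checkpoint gene *Bub1* -4.18 and -2.88, the topoisomerase gene *Top2a* -3.79 and -3.00, and the replicative helicase gene *Mcm5* -4.23 and -3.51. In the G1/S list *Ccnd1* and *Ccne1*, which encode cyclins of G1 and of S phase entry, rose in GCDC, at 1.30 and 1.5. Of 27 CDK inhibitors and p53 targets, *Cdkn2b*, the inhibitor p15, rose in both, at 2.18 and 1.5, as did *Gadd45a* and *Phlda3*; *Cdkn1c* rose in serum depletion, *Cdkn1b* and *Cdkn2d* in GCDC, *Plk2* and *Eda2r* fell in both, and *Aen* fell in serum depletion. *Cdkn1a*, which encodes p21, was at -0.95 and -0.23, and *Cdkn2a*, the locus of p16, at 0.37 and -0.28. The medians of this list were -0.02 and 0.01, at the 3.4 and 1.0 percentiles of random lists with matched levels. Among the histones *H4c4* had 2.92 and 2.34 and *H2bc7* 2.59 and 2.63.

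Genes of glutathione metabolism and NRF2 targets were high: 19 of 36 rose in serum depletion, where *Gsr* fell, and 17 rose in GCDC, where none fell by more than 2-fold. Their medians were 1.11 and 0.75, at the 100.0 and 98.8 percentiles, positive under every alternative; *Gstm5* is a gene of Table 1, while *Nqo1* was at -0.86 and -0.53. Of 32 autophagy and lysosome genes 12 and 9 rose and none fell, with medians of 0.54 and 0.51 at the 69.1 and 44.6 percentiles, and of 0.07 in each treatment after cyclic loess; the autophagosome genes *Gabarapl1* and *Map1lc3a* had 2.56 and 2.18, and 2.25 and 2.54. Of 28 genes of the integrated stress response, *Nupr1* and *Stc2* rose and 6 fell in serum depletion, and 7 rose in GCDC while *Aars*, *Wars* and *Aldh18a1* fell. The cystathionine lyase gene *Cth* had -0.80 and 2.11 and *Chac1*, which degrades glutathione, 0.56 and 2.04. The medians were -0.52 at the 0.0 percentile and 0.59 at the 71.6 percentile, and -0.88 and 0.15 after cyclic loess; the difference between the treatments was not tested. Of 26 genes of the unfolded protein response 6 and 7 rose; *Atf6*, *Calr*, *Sel1l* and *Hyou1* fell in serum depletion, and the last 3 of these in GCDC. Their medians were 0.42 and 0.44, at the 54.2 and 42.0 percentiles, and 0.07 and 0.01 after cyclic loess. Of 18 cholesterol genes *Tm7sf2* rose in serum depletion, 6 and 4 fell (*Hmgcs1*, *Dhcr7*, *Insig1* and *Srebf2* in GCDC), and *Hmgcs1*, which makes the precursor of mevalonate, had -3.49 and -2.55.

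Genes of bile acid synthesis, sensing and transport had medians of 0.01 and -0.17, at the 27.8 and 1.9 percentiles (34.8 and 3.0 with gene length matched as well). Of 25 measured in serum depletion *Slc10a1*, *S1pr2* and *Baat* rose and *Abcb1b*, *Abcc3*, *Abcc4*, *Aqp1* and *Ano1* fell, and of 26 in GCDC *Slc10a1* rose and *Abcb1b*, *Abcc3*, *Aqp1* and *Ano1* fell. *Aqp1*, the water channel of cholangiocytes, had -1.76 and -3.17. Of 16 genes listed as anti-apoptotic none rose; *Bcl2l1*, *Birc5* and *Xiap* fell in both and *Cflar* in serum depletion, as did *Dapk1* in both, which encodes a kinase that promotes cell death. Their medians were -0.14 and 0.17, at the 7.1 and 29.4 percentiles. Of 21 genes of the TGF-beta response and fibrosis 7 and 6 rose; *Col4a1*, *Itgb6* and *Pdgfb* fell in both and *Col5a1* in GCDC, with medians of 0.49 and 0.52 at the 93.4 and 92.3 percentiles, and of 0.19 in each treatment after cyclic loess. *Cdh2*, which encodes N-cadherin, had 3.35 and 2.03, and the collagen chain *Col4a1* -3.83 and -3.48. Of 27 cornified envelope genes *Sprr2a2*, *Sprr2b* (of Table 1), *Sprr2i* and *Sbsn* rose in both and *Klk8* in GCDC, and *Lor*, *Krt4* and *Krt6a* fell in both, with medians of -0.02 and 0.16 at the 8.6 and 24.8 percentiles.

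Respiratory chain genes rose at 15 and 14 of 26 and none fell. Their medians were 1.03 in each treatment, at the 91.8 and 91.1 percentiles, and at 97.4 and 95.7 with gene length matched as well. After cyclic loess they were 0.27 and 0.25, at the 89.5 and 89.8 percentiles. Of 21 ribosomal protein genes 11 and 7 rose and none fell. Their medians were 1.06 and 0.71, at the 93.8 and 35.1 percentiles, and at 86.6 and 13.4 with gene length matched as well. After cyclic loess they were -0.07 and -0.09. Among 14 housekeeping genes *Hprt* and *B2m* rose in both, *Ywhaz* fell in both and *Tfrc* in serum depletion; *Actb* was at 0.19 and 0.49 and *Gapdh* at -0.65 and -0.13.

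Markers of cell types were measured as a check on the cultures. Of 20 cholangiocyte markers *Bicc1* rose and *Krt23*, *Prom1* and *Elf3* fell in serum depletion, and *Krt19* rose and *Prom1* and *Pkhd1* fell in GCDC, with medians of 0.08 and 0.50 at the 1.4 and 22.3 percentiles (3.8 and 38.8 with gene length matched as well). Of 19 hepatocyte markers *Ttr*, *Serpina1a* and *Ambp* rose in serum depletion and *Apoa2* and *Ahsg* in GCDC; *Alb* was at -0.65 and -0.09, and the medians were 0.45 and 0.23 at the 97.4 and 64.7 percentiles. Macrophage markers had medians of 0.14 over 14 genes and 0.36 over 16, at the 54.7 and 81.4 percentiles, with *Laptm5* up in both and *Fcgr1* in GCDC. Lymphocyte markers had 0.19 over 13 and 0.30 over 11, at the 64.6 and 76.3 percentiles, with *Ms4a1* up and *Gzmb* down in both and *Cd79a* up in serum depletion. Mesenchymal markers had 0.16 over 16 and 0.28 over 15, at the 58.8 and 75.5 percentiles; *Col1a2* and *Pdgfra* rose in serum depletion, and *Lum* and *Cdh11* rose and *Acta2* and *Tagln* fell in GCDC. Endothelial markers had 0.40 over 12 and 0.66 over 14, at the 89.7 and 99.4 percentiles; *Kdr* rose and *Ptprb* fell in both, *Vwf* rose in serum depletion, and *Stab2* and *Egfl7* in GCDC. *Apoa2*, *Fcgr1*, *Ms4a1*, *Pdgfra*, *Cdh11* and *Stab2* had control levels of 1.22 to 2.32, near the background. So were the treated levels of *Aars* in both treatments, of *Bub1* and *Krt4* in serum depletion and of *Tagln* in GCDC.

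With no scaling between arrays, the medians of the stress response, autophagy and TGF-beta lists in GCDC, of the unfolded protein response in both, and of all positive medians of cell type markers turned negative, apart from hepatocyte markers in serum depletion and endothelial markers in GCDC. That setting shifts every log2 ratio of a treatment by the same amount. Quantile normalization, cyclic loess and normexp also turned the cholangiocyte median in GCDC negative, and cyclic loess the lymphocyte median in serum depletion. The small medians of the bile acid, anti-apoptotic, cornified envelope and p53 lists changed sign under 1 or more alternatives in at least 1 treatment. Beyond the list members with the largest changes, the genes named here were chosen after their values were seen.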
